# Pleuromutilins Suppress Hepatocellular Carcinoma Growth via ABCA1 Inhibition-Induced Cholesterol Accumulation

**DOI:** 10.3390/cancers18071054

**Published:** 2026-03-24

**Authors:** Mingshan Zhou, Jie Cao, Junfei Chen, Bohan Zhang, Jiawen Wu, Xiaofeng Lian, Miaoxin Zhu, Peifeng Liu, Min Zhou

**Keywords:** hepatocellular carcinoma, lefamulin, tiamulin, ABCA1, cholesterol metabolism, tumor immunity

## Abstract

Bcakground: Hepatocellular carcinoma (HCC) is a prevalent malignancy with limited therapeutic options. Drug repurposing offers an attractive strategy to accelerate anticancer discovery. The pleuromutilin class of antibiotics, including the human-approved agent lefamulin and the veterinary drug tiamulin, has shown preliminary anticancer potential, but its efficacy and mechanism in HCC remain unexplored. Methods: The anti-tumor effects of lefamulin and tiamulin were evaluated in HCC cell lines, patient-derived organoids, and a C57BL/6 mouse subcutaneous tumor model. Safety was assessed in a human normal hepatocyte cell line and by histopathological examination of major organs in treated mice. Mechanistic investigations were performed using RNA-sequencing, RT-qPCR, immunohistochemistry (IHC), filipin staining, pharmacological rescue assays, and shRNA-mediated gene silencing. Results: In this study, we found that both lefamulin and tiamulin markedly inhibited HCC cell proliferation in vitro and significantly suppressed tumor growth in vivo (lefamulin vs. control, *p* = 0.014; tiamulin vs. control, *p* = 0.021), without causing significant toxicity. RNA-sequencing analysis revealed consistent downregulation of the cholesterol transporter *Abca1* (ATP-binding cassette transporter A1) and alterations in cell adhesion molecule pathways. Functional studies confirmed that treatment reduced ABCA1 protein levels, leading to intracellular cholesterol accumulation and aberrant distribution. Furthermore, treated tumors exhibited a significant increase in CD8^+^ T-cell infiltration, with CD4^+^ T cells and macrophage infiltration remained unchanged, indicating a specific modulation of the tumor immune microenvironment. Conclusions: These findings suggest that lefamulin and tiamulin are promising therapeutic candidates for HCC.

## Simple Summary

This study investigates whether pleuromutilin antibiotics, traditionally used to treat bacterial infections, also possess anti-tumor activity against hepatocellular carcinoma (HCC). HCC is a highly lethal cancer with limited therapeutic options. We found that pleuromutilins significantly inhibited HCC tumor growth in both in vitro and in vivo models by downregulating ATP-binding cassette transporter A1 (ABCA1), a key mediator of cellular cholesterol efflux. Suppression of ABCA1 led to intracellular cholesterol accumulation in liver cancer cells, triggering cellular stress and subsequent tumor cell death. In addition, pleuromutilin treatment altered cell adhesion–related signaling pathways and markedly increased CD8^+^ T cell infiltration, suggesting modulation of the tumor immune microenvironment. Collectively, these findings indicate that pleuromutilins could be repurposed as cost-effective anticancer agents, potentially accelerating drug development and expanding treatment options for patients with HCC.

## 1. Introduction

Hepatocellular carcinoma (HCC) is one of the most prevalent and lethal malignancies worldwide. In China, although its incidence has declined in recent years, HCC remains the fourth most commonly diagnosed cancer and the second leading cause of cancer-related mortality [1]. Although the development of new chemotherapeutic agents and immunotherapies has improved patient outcomes [2,3,4,5], the prognosis of HCC remains poor, with a five-year survival rate lower than that of many other malignancies [1]. Therefore, identifying new therapeutic targets and effective treatment strategies remains an urgent clinical need.

Pleuromutilin antibiotics, which inhibit bacterial protein synthesis via the 50S ribosomal subunit, have recently attracted attention for their potential antitumor effects beyond antimicrobial activity. Lefamulin, approved for community-acquired bacterial pneumonia [6], has recently been shown to overcome sorafenib resistance in HCC [7]. Similarly, the related drug tiamulin has been shown to reverse drug resistance in various tumor cell lines [8] and inhibit breast cancer growth [9]. While these findings highlight the potential of pleuromutilins as anticancer agents, their mechanisms of action in HCC remain incompletely understood.

In this study, we demonstrated that pleuromutilin antibiotics lefamulin and tiamulin inhibit HCC proliferation across in vitro (cell lines and patient-derived organoids) and in vivo (subcutaneous mouse tumors) models. Mechanistically, RNA-sequencing (RNA-seq) analysis revealed downregulation of *Abca1* and altered cell adhesion pathways. These changes were associated with functional outcomes: intracellular cholesterol accumulation in HCC cells and enhanced CD8^+^ T cell infiltration in tumors. Both compounds also exhibited preferential cytotoxicity toward malignant hepatocytes compared with normal hepatocytes, suggesting a potentially favorable therapeutic window. Collectively, these findings indicate that pleuromutilins suppress tumor growth and may also act as immunomodulatory agents, thereby providing a rationale for their integration into combination immunotherapy strategies.

## 2. Materials and Methods

### 2.1. Cell Lines and Culture

Hepa1-6, Hep3B2.1-7 and THLE-2 cell lines were obtained from the American Type Culture Collection (ATCC), and HuH7 cells were obtained from the RIKEN Cell Bank. Hepa1-6, Hep3B2.1-7 and HuH7 were cultured in DMEM medium supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin. THLE-2 cells were cultured in Advanced DMEM/F12 medium supplemented with of 10% fetal bovine serum, 5 ng/mL EGF and 70 ng/mL phosphorylethanolamine. All cells were maintained at 37 °C with 5% CO_2_.

### 2.2. Patient-Derived Organoids (PDOs) and Culture

PDOs were established from resected HCC tissues collected at Renji Hospital in 2025. The study protocol was approved by the Ethics Committee of Renji Hospital, Shanghai Jiao Tong University. Written informed consent for research use of surplus tissue and PDO generation was obtained from all patients prior to surgery. Tumor fragments were de-identified, transported on ice, and processed for organoid culture within 3 h of resection. Tumor tissues were minced and digested with (0.25 mg/mL of collagenase I (0.25 mg/mL) and collagenase IV (1.5 mg/mL) at 37 °C 10–20 min. Cells were washed, resuspended in Matrigel (3.3 mg/mL), and seeded into 96-well U-bottom plates (1 × 10^4^ cells, 10 μL per well). PDOs were cultured in Advanced DMEM/F12 medium supplemented with R-spondin 1, Noggin, Wnt-3a, EGF, HEPES, Glutamax, N2, B27, n-Acetylcysteine, Normocin, Penicillin-Streptomycin, Niacinamide, Gastrin, Prostaglandin E2, A83-01, SB202190, FGF, Forskolin, TGFa, Dexamethasone, HGF, and Minocycline hydrochloride [10,11,12,13].

### 2.3. Drug Sensitivity Assay

HCC cells and PDOs were plated in 96-well plates at densities of 2500 cells and 1000 organoids per well, respectively. Cells were treated with lefamulin or tiamulin (TargetMol) at indicated concentrations. Growth was monitored using a Celigo Image Cytometer (Nexcelom, Boston, MA, USA), with cell confluence analyzed by the instrument software and organoid counts quantified using ImageJ (V1.8.0.112 ).

### 2.4. Animal Studies

Animal experiments were approved by the Ethics Committee of Renji Hospital, Shanghai Jiao Tong University. Female C57BL/6 mice (6 weeks old) were implanted subcutaneously with 1 × 10^7^ Hepa1-6 cells in 150 µL PBS. When tumors reached ~150 mm^3^, mice were randomized to receive daily intraperitoneal injections of lefamulin (37 mg/kg), tiamulin (37 mg/kg), or saline (control). Tumor volumes were measured every two days using digital calipers and calculated with the formula: volume = (length × width^2^)/2. Mice were euthanized when any tumor reached 1000 mm^3^. Tumors were excised, weighed, and processed for downstream analyses.

### 2.5. RNA-Sequencing Analysis

Total RNA was extracted from Hepa1-6 cells treated with 37 µg/mL lefamulin, 37 µg/mL tiamulin, or vehicle control using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA). RNA-seq analysis was performed by Novogene (Shanghai, China). Differentially expressed genes (DEGs) were identified using thresholds of |log_2_(fold change)| > 1 and adjusted *p*-value < 0.05. KEGG and GO enrichment analyses were performed on DEGs. Raw RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE315390.

### 2.6. Hematoxylin and Eosin (H&E) Staining

Major organs (heart, liver, spleen, lung, and kidney) were fixed, paraffin embedded sectioned at 5 μm, and stained with hematoxylin and eosin. Whole-slide images were acquired using a NanoZoomer S360 (Hamamatsu Photonics, Hamamatsu, Japan) digital slide scanner.

### 2.7. Immunohistochemical (IHC)

Tumor samples were fixed, paraffin-embedded, and sectioned at 5 µm. Sections were deparaffinized in xylene and rehydrated through a graded ethanol series, and endogenous peroxidase activity was quenched by incubation in 3% hydrogen peroxide in methanol. Heat-induced antigen retrieval was performed by immersing slides in boiling retrieval buffer for 10 min, followed by cooling to room temperature. Non-specific binding was blocked with 5% goat serum for 30 min at room temperature. Sections were then incubated overnight at 4 °C with primary antibodies against ABCA1 (Abcam, Cambridge, UK, ab18180), CD8 (Abcam, Cambridge, UK, ab237709), CD4 (Abcam, Cambridge, UK, ab183685), and F4/80 (Abcam, Cambridge, UK, ab111101). The following day, slides were washed three times with PBS and incubated with an HRP-conjugated secondary antibody (Kangchen, Shanghai, China, KC-MM-035) for 1 h at 37 °C. Chromogenic development was performed using DAB (ShareBio, Shanghai, China) for 10–20 min, followed by counterstaining with hematoxylin for 2 min. Sections were rinsed under running tap water for 20 min, dehydrated through a graded ethanol series and xylene, and mounted with neutral resin. Whole-slide images were acquired using a NanoZoomer S360 digital slide scanner. Positive cells were quantified using ImageJ software (V1.8.0.112).

### 2.8. Filipin Staining

A filipin (Beyotime, Shanghai, China) stock solution was prepared at 50 mg/mL in dimethyl sulfoxide (DMSO, Sigma-Aldrich, St. Louis, MO, USA) and diluted in PBS (1:200, *v*/*v*) before use. Hepa1-6, Hep3B2.1-7, and HuH7 cells were treated with 37 µg/mL lefamulin or tiamulin for 72 h. Cells were then fixed with 4% paraformaldehyde for 10 min at room temperature. Following fixation, cells were stained with the diluted filipin solution for 15 min in the dark, washed three times with PBS, and imaged using a Leica confocal microscope (Leica Microsystems, Wetzlar, Germany). Mean fluorescence intensity of filipin staining was quantified with ImageJ software (V1.8.0.112).

### 2.9. Pharmacological Intervention

Simvastatin was activated by incubation in 10 mM NaOH at 50 °C for 2 h, followed by neutralization with HCl before use. HCC cells were seeded in 96-well plates at a density of 2500 cells per well. Cells were treated with 37 μg/mL lefamulin, 37 μg/mL lefamulin plus 3 μM simvastatin (TargetMol, Boston, MA, USA), 37 μg/mL tiamulin, 37 μg/mL tiamulin plus 3 μM simvastatin, or 5 μg/mL U18666A (TargetMol). Cell growth was monitored daily using a Celigo Image Cytometer (Nexcelom, Boston, MA, USA), and cell confluence was quantified using the instrument’s integrated analysis software.

### 2.10. shRNA Interference

HuH7 cells were seeded in 96-well plates at a density of 2500 cells per well and transduced with viral vectors expressing ABCA1 shRNA (target sequences: GCCTCGTGAAGTATGGAGAAA and CCTCCGAGTCAAGAAGTTAAT). Cell growth was monitored daily using a Celigo Image Cytometer, and cell confluence was quantified using the instrument’s integrated analysis software. Viral particles were produced by transfecting HEK293T cells with the corresponding plasmids.

### 2.11. Statistical Analysis

Data are presented as means ± SEM. Statistical analysis was performed using GraphPad Prism 10.6.1. Comparisons between two groups were made using a two-tailed Student’s *t*-test or a non-parametric test, as appropriate. Multiple group comparisons were analyzed by one-way ANOVA or two-way ANOVA. The half-maximal inhibitory concentration (IC_50_) was calculated using nonlinear regression. Statistical significance is indicated as follows: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001. Non-significant differences are denoted as “n.s.”

## 3. Results

### 3.1. Lefamulin and Tiamulin Inhibit HCC Cell Growth In Vitro

Lefamulin, an FDA-approved pleuromutilin antibiotic for the treatment of community-acquired bacterial pneumonia [6], was evaluated for its inhibitory effect on hepatocellular carcinoma (HCC) in vitro. Mouse Hepa1-6 cells and human Hep3B2.1-7 and HuH7 were treated with increasing concentrations of lefamulin or its pleuromutilin analogue tiamulin for 3 days (Figure 1A). Both compounds significantly inhibited the proliferation of all tested cell lines at concentrations ≥ 37 μg/mL (Figure 1B–D). The calculated IC_50_ values for lefamulin were 27 μg/mL (Hepa1-6), 29 μg/mL (Hep3B2.1-7), and 35 μg/mL (HuH7), whereas the corresponding IC_50_ values for tiamulin were 44 μg/mL, 28 μg/mL, and 42 μg/mL, respectively (Figure 1E–G). Interestingly, at lower concentrations (12.3 μg/mL and 4.1 μg/mL), both compounds increased the proliferation of Hepa1-6 cells (Figure 1B), with tiamulin showing a more pronounced effect, indicating that their antitumor activity is dose-dependent.

To further evaluate the inhibitory effects of lefamulin and tiamulin, HCC patient-derived organoids (PDO 1# and 2#) were treated with both compounds for 7 days (Figure 2A). Consistent with the results observed in cell lines, organoid growth was significantly suppressed at concentrations ≥ 37 μg/mL (Figure 2B,C). The IC_50_ values for lefamulin were 50 μg/mL and 68 μg/mL for PDO 1# and PDO 2#, respectively, whereas the corresponding IC_50_ values for tiamulin were 36 μg/mL and 35 μg/mL, respectively (Figure 2D,E). These findings further support the antitumor efficacy of pleuromutilins in HCC in vitro.

### 3.2. Lefamulin and Tiamulin Suppress HCC Tumor Growth In Vivo

To further evaluate the inhibitory effects of lefamulin and tiamulin on HCC, a subcutaneous xenograft model was established by implanting Hepa1-6 cells (1 × 10^7^ /mouse) into C57BL/6 mice (Figure 3A). Treatment with lefamulin or tiamulin (37 mg/kg/day, intraperitoneally) commenced when tumors reached ~150 mm^3^. Both drugs significantly suppressed tumor growth compared with the control group (Figure 3B–F, lefamulin vs. control, *p* = 0.014; tiamulin vs. control, *p* = 0.021). After 11 days of treatment, mean tumor volumes were 277 ± 120 mm^3^ (lefamulin) and 316 ± 111 mm^3^ (tiamulin), compared with 723 ± 323 mm^3^ in controls (Figure 3B–F). At the study endpoint (day 17), mean tumor weights were 0.141 ± 0.106 g (lefamulin) and 0.223 ± 0.142 g (tiamulin), significantly lower than 0.555 ± 0.301 g in controls (Figure 3G, lefamulin vs. control, *p* = 0.0128; tiamulin vs. control, *p* = 0.0379). Correspondingly, tumor inhibition rates were 61.70 ± 16.62% for lefamulin and 56.32 ± 15.32% for tiamulin (Figure 3H). Importantly, no significant changes in body weight were observed during treatment (Figure 3I), suggesting limited systemic toxicity.

### 3.3. Safety Profile of Lefamulin and Tiamulin in Normal Cells and Tissues

Given that the IC_50_ values for lefamulin and tiamulin in tumor models are higher than those typically associated with antibacterial therapeutic exposure [6], a reevaluation of their safety was warranted. The human hepatocyte line THLE-2 was treated with increasing concentrations of lefamulin or tiamulin for 3 days (Figure 4A). Both compounds were well tolerated in THLE-2 cells, with IC_50_ values of 179 μg/mL (lefamulin) and 304 μg/mL (tiamulin, Figure 4B,C). H&E staining of major organs (heart, liver, spleen, lung, and kidney) from treated mice revealed no evident histopathological abnormalities (Figure 4D), supporting a favorable therapeutic window.

### 3.4. Lefamulin and Tiamulin Alter Abca1 and Cell Adhesion Molecule Expression

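Hepa1-6, a mouse hepatoma cell line, was grown with 37 µg/mL lefamulin, with 37 µg/mL tiamulin, both pleuromutilin antibiotics, or as a control, and each of the 3 groups gave 3 RNA-Seq libraries. The paper calls the control vehicle-treated, the sample labels call it untreated, and the labels give 2 days of treatment. The authors deposited the number of reads counted on each of 56748 genes, without normalization, and an FPKM value for each gene and library. The paper's text does not name the aligner, the counting tool, the genome build or the tool that tested for DEGs. Chromosome positions given here are those of the authors' files. Total counts on genes were 17376223, 17286444 and 18008105 in controls 1, 2 and 3. They were 15568887, 16476481 and 16205242 in lefamulin 1, 2 and 3, and 16476679, 16109348 and 17121741 in tiamulin 1, 2 and 3. The deposited FPKM values followed from the counts, the gene lengths and a library total between 0.987 and 1.01 times the sum of counts. The counts were normalized by edgeR's TMM method, whose factors lay between 0.994 and 1.01. After edgeR's filterByExpr removed genes with low counts, 14510 genes were tested with edgeR's quasi-likelihood test in a single fit of the 9 libraries with group as the only term. DEGs were defined by the paper's own thresholds, an absolute log2(fold change) above 1 and an adjusted p value below 0.05 after Benjamini-Hochberg adjustment over the tested genes. Libraries of a group differed by more than sampling noise, and each was counted as a replicate, as the labels number them. Whether they came from separate cultures is not shown by this difference. The chi-square statistic per degree of freedom was between 2.79 and 6.91 for the within-group pairs that did not include tiamulin 2, and 16.3 and 18.6 for the pairs of tiamulin 2 with tiamulin 1 and tiamulin 3. Within the groups, part of this difference followed the GC content of the genes. Across 9564 genes, the deviation of a library from its group mean correlated with GC content with a Spearman's rho of 0.523 in control 1, -0.512 in control 2, -0.561 in tiamulin 1, 0.710 in tiamulin 2 and -0.599 in tiamulin 3, and with a smaller rho in the other libraries. These values are across genes, which are not independent replicates. The rho between GC content and the log2(fold change) was -0.144 for lefamulin against control, 0.106 for tiamulin against control and 0.296 for tiamulin against lefamulin. With 3 libraries per group, genes with low counts have wide errors, and the counts are given for some of these genes.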

To investigate the mechanism by which lefamulin and tiamulin inhibit HCC, RNA-Seq analysis was performed on Hepa1-6 cells treated with either compound. Genes with |log_2_(fold change)| > 1 and adjusted *p* value < 0.05 in both treatment groups compared with controls were defined as significantly differentially expressed. 

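Against the controls, 219 genes passed both thresholds under lefamulin, 142 raised and 77 lowered, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Under tiamulin 259 genes did, 153 raised and 106 lowered. An adjusted p value below 0.05, with no threshold on the fold change, was reached by 1900 genes under lefamulin and 2383 under tiamulin. Both lists shared 127 DEGs that moved in the same direction, 85 raised and 42 lowered. The choice that moved these numbers most was testing against a log2(fold change) of 1 instead of applying that threshold after the test, which left 17 DEGs under lefamulin, 21 under tiamulin and 7 shared. Both comparisons use the same controls, so their fold changes resemble each other even without an effect of the drugs. The observed correlation of the log2(fold change) values across the tested genes was 0.678, and 71.5% of genes moved the same way. In 20 simulations of unchanged groups set against the same controls, the median correlation was 0.494 and the highest 0.522, a median of 66.5% and at most 67.1% of genes moved the same way, and no gene was a shared DEG. Each gene was drawn independently there, without the GC trends of the real libraries. The spread without an effect of the drugs may therefore be wider than the simulated one, and the simulations do not settle how much of the observed correlation the drugs explain. Lefamulin alone had 92 DEGs and tiamulin alone 132. Tested directly against each other, the drugs differed in 33 DEGs, 12 higher and 21 lower under tiamulin. This last number fell to 19, 16 and 14 without lefamulin 1, 2 and 3, respectively.

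Among the shared DEGs with a gene name and with the treated libraries all on the same side of the controls, the 5 with the largest mean rise were Fbn1, Pantr1, Klf2, Ifi205 and Ptprc. Klf2 (ENSMUSG00000055148, chromosome 8, 73072877 to 73075500) rose from 53, 31 and 40 counts in the controls to 400, 450 and 431 under lefamulin and 96, 123 and 88 under tiamulin. Its log2(fold change) was 3.47 (SE 0.18, adjusted p = 2.50e-08 by edgeR's quasi-likelihood test) and 1.39 (SE 0.19, adjusted p = 2.25e-04). On the log2(FPKM + 1) scale tested with limma, the change under tiamulin was 0.94, below the threshold of 1. Pantr1, a long noncoding RNA, had a log2(fold change) of 2.70 (SE 0.46) under lefamulin and 2.24 (SE 0.48) under tiamulin. It had 3, 5 and 4 counts in the controls, 35, 14 and 25 under lefamulin and 19, 18 and 18 under tiamulin. Fbn1 had 1 count in each control, so its rise is given as a lower bound, at least 3.76-fold under lefamulin and at least 3.93-fold under tiamulin. Ifi205 had at most 4 counts in any control and belongs to a family of similar genes whose reads the authors' counting could have split. Its adjusted p value of 0.0234 and 0.0291 by edgeR rose above 0.05 in 5 of the 9 fits that left out 1 library for lefamulin, up to 0.0789 without control 1, and in 3 of the 9 for tiamulin, up to 0.0934 without control 2. The 5 genes with the largest mean fall were Abca1, Myh15, Rgs5, Mep1b and Gstm7. Myh15 (ENSMUSG00000092009, chromosome 16, 48877849 to 49019467) had a log2(fold change) of -2.31 (SE 0.36) under lefamulin and -3.74 (SE 0.42) under tiamulin, from 5.76 ± 1.27 CPM (counts scaled to a common library total; SD, n = 3) in the controls. The log2(fold change) of Rgs5 was -1.73 (SE 0.23) and -2.61 (SE 0.25), and that of Mep1b -1.73 (SE 0.39) and -2.48 (SE 0.43). Mep1b had 31, 35 and 24 counts in the controls, 9, 9 and 7 under lefamulin and 3, 3 and 9 under tiamulin. Without lefamulin 3, the adjusted p value of Mep1b under lefamulin rose from 0.0101 to 0.0527 by edgeR's test. Gstm7, a glutathione S-transferase with close paralogs, had a log2(fold change) of -1.75 (SE 0.26) and -2.22 (SE 0.28).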

The results revealed 176 consistently altered genes (89 upregulated, 87 downregulated) upon treatment with both drugs (Figure 5A). 

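Abca1 (ENSMUSG00000015243) lies on chromosome 4 from 53030787 to 53159895, on the minus strand, and encodes the ABCA1 cholesterol transporter. The controls had 1646, 1438 and 1651 counts on it, the lefamulin libraries 224, 164 and 179, and the tiamulin libraries 101, 122 and 111. In TMM-normalized CPM, Abca1 stood at 90.3 ± 5.91 (SD, n = 3) in the controls, 11.7 ± 2.31 (SD, n = 3) under lefamulin and 6.77 ± 0.765 (SD, n = 3) under tiamulin. The log2(fold change) was -2.95 under lefamulin (SE 0.12, adjusted p = 3.55e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a level of 13.0% of the control. Under tiamulin it was -3.74 (SE 0.13, adjusted p = 6.44e-10 by the same test), or 7.49% of the control. Every treated library lay below every control library. Leaving out 1 library at a time kept the log2(fold change) between -3.11 and -2.84 under lefamulin and between -3.83 and -3.67 under tiamulin. The alternative that moved it most was log2(FPKM + 1) tested with limma, which gave -2.19 and -2.55, since the added 1 shrinks the change of a gene whose treated FPKM is near 1.

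The genes were also ranked by the signal-to-noise ratio, the difference of the group means divided by the sum of the group SDs, which is the default ranking of GSEA. It was computed on the deposited FPKM values, with each SD set to at least 0.2 of its mean and, where the mean was 0, to 0.2. The rank of Abca1 depends on this last choice. Without it, a gene at 0 in every treated library could reach -5, beyond the ratio of Abca1. Abca1 ranked 1 among the lowered genes under both drugs, with a ratio of -3.85 among 28452 genes under lefamulin, where Gbp10 followed at -3.51, and of -4.30 among 28411 genes under tiamulin, where Mir5620 followed at -3.77. Its rank under lefamulin was 2 without control 1, lefamulin 2 or lefamulin 3, and it stayed 1 under tiamulin in each such case. With the ratio computed on log2(FPKM + 1), the rank was 10 under lefamulin and 3 under tiamulin, and by edgeR's log2(fold change) alone it was 2 under both. Of the 9 other genes in Figure 5B, none had enough counts to be tested, 5 had at most 3 counts in every control, and no control library had more than 10 counts on any of them. Of the 9 other genes in Figure 5C, 2 were tested, Myh15 and Gstm7, and 5 had at most 3 counts in every control. Among the most lowered genes listed there, Abca1 thus rests on the largest counts.

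**Figure D1:**
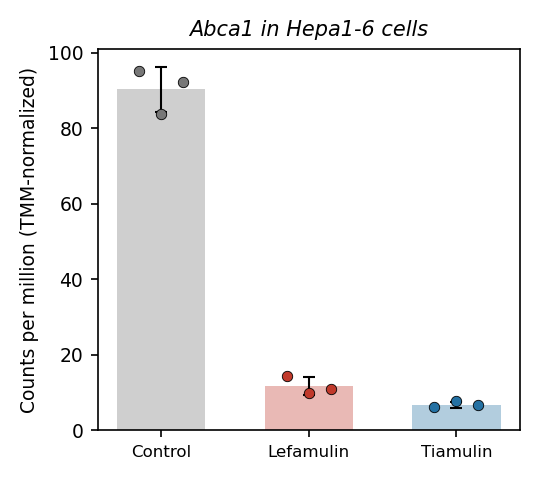
Abca1 in the 9 libraries, in TMM-normalized CPM on the vertical axis, for control, lefamulin and tiamulin. Bars are group means, error bars are SDs over 3 libraries and points are single libraries. The controls stand at 90.3 on average and the treated groups at 11.7 and 6.77.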

Gene Set Enrichment Analysis (GSEA) identified *Abca1*, a critical regulator of cellular cholesterol efflux [14], as one of the most prominently downregulated genes (Figure 5B,C). KEGG pathway analysis further revealed significant alterations of cell adhesion-related signaling pathways (Figure 5D,E). Specifically, several immune-associated genes were upregulated, including *Ptprc* (protein tyrosine phosphatase receptor type C), *H2-DMb1* (histocompatibility 2, class II, locus Mb1), *Itgb7* (integrin subunit beta 7), *Pecam1* (platelet endothelial cell adhesion molecule 1), *Cldn4* (claudin 4), and *H2-Bl* (histocompatibility 2, blastocyst). In contrast, *Madcam1* (mucosal vascular addressin cell adhesion molecule 1) and *Cntnap2* (contactin-associated protein-like 2) were downregulated (Figure 5F,G). 

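The membership of KEGG's pathways was not used here. In its place, a set of cell adhesion molecules was drawn up from the symbols of gene families such as claudins, integrins, cadherins, nectins, contactins, neurexins, syndecans and H2 antigens and from single adhesion and costimulatory genes, of which 82 were among the 14510 genes tested. Of the 219 DEGs under lefamulin, 10 were in this set, where 1.24 would be expected by chance (odds ratio 9.44, one-sided Fisher's exact test, p = 4.14e-07). Of the 259 DEGs under tiamulin, 10 were in it, where 1.46 would be expected (odds ratio 7.91, p = 1.91e-06 by the same exact test). Raised and lowered DEGs each contributed under lefamulin, with odds ratios of 9.88 (p = 1.53e-05) and 7.36 (p = 0.00942), and under tiamulin, with 9.12 (p = 2.48e-05) and 5.28 (p = 0.0221), all by Fisher's exact test. The paper chose this pathway on the same libraries, so these tests are not independent evidence. The alternative that moved the enrichment most was limma on log2(FPKM + 1), with an odds ratio of 4.52 under lefamulin and 4.05 under tiamulin that no longer passed the exact test. On log2(FPKM + 0.1) it was 4.63 under lefamulin (p = 0.0749 by the exact test), again not past the threshold. Over all the alternatives the p values of the exact test lay between 3.97e-07 and 0.205 under lefamulin and between 1.72e-06 and 0.225 under tiamulin. Leaving out 1 library at a time gave odds ratios from 5.37 without lefamulin 1 to 9.71 under lefamulin, and from 4.58 without control 3 to 8.89 under tiamulin. The 8 set members that were DEGs under both drugs were Cldn4, H2-Bl, Itga7, Pecam1, H2-DMb1 and Ptprc, all raised, and Madcam1 and Cntnap2, both lowered. Itgb7 and Lrrc4c were DEGs under lefamulin alone, and Cldn23 and Cldn1 under tiamulin alone. The genes of the set went both ways, and as a whole it did not pass the threshold. Its median log2(fold change) was -0.025 under lefamulin, with 36 of 82 genes higher (adjusted p = 0.459 by limma's camera test), and 0.046 under tiamulin, with 45 of 82 genes higher (adjusted p = 0.332). It passed under lefamulin with limma on log2(FPKM + 1) (median -0.11, adjusted p = 0.0367 by camera, in a range of 0.0367 to 0.803 over the alternatives) and on log2(FPKM + 0.1), and under tiamulin with limma's fry test (adjusted p = 0.0135, in a range of 0.0135 to 0.686). Adjusted over the list alone, 30 of its genes changed under lefamulin and 29 under tiamulin. Adjusted over all genes tested, 22 and 24 did.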

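Of these 6 genes, Cldn4 was measured with the most counts. Cldn4 (ENSMUSG00000047501, chromosome 5, 134973973 to 134975788, minus strand) had 66.6 ± 2.52 TMM-normalized CPM (SD, n = 3) in the controls, 146 ± 3.49 (SD, n = 3) under lefamulin and 191 ± 20.4 (SD, n = 3) under tiamulin. Its log2(fold change) was 1.13 under lefamulin (SE 0.07, adjusted p = 2.69e-07 by edgeR's quasi-likelihood test) and 1.52 under tiamulin (SE 0.07, adjusted p = 1.46e-08). It remained a DEG under both drugs whichever library was left out. H2-Bl (ENSMUSG00000073406, chromosome 17, 36391007 to 36395115, minus strand) stood at 3.08 ± 0.335, 6.31 ± 0.726 and 7.71 ± 0.689 normalized CPM (SD, n = 3 each) in control, lefamulin and tiamulin, with a log2(fold change) of 1.04 (SE 0.16, adjusted p = 8.30e-04 by edgeR) and 1.32 (SE 0.16, adjusted p = 7.07e-05). Under lefamulin it fell below the threshold of 1, to 0.96 without control 3 and 0.95 without lefamulin 1. On the log2(FPKM + 1) scale tested with limma it was 0.74 under lefamulin and 0.98 under tiamulin, both below the threshold, and on log2(FPKM + 0.1) it was 0.995 under lefamulin. H2-Bl belongs to the H2 family of near-identical genes, among which the authors' counting could have split reads, so its counts are uncertain.

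The other 4 genes had few counts. Pecam1 (ENSMUSG00000020717, chromosome 11, 106545043 to 106641454, minus strand) had 15, 23 and 25 counts in the controls, 56, 48 and 39 under lefamulin and 37, 67 and 52 under tiamulin. Its log2(fold change) was 1.29 (SE 0.29, adjusted p = 0.0101 by edgeR) and 1.39 (SE 0.29, adjusted p = 0.00461), and the adjusted p value under lefamulin rose to 0.0540 without lefamulin 1 and 0.0514 without control 1. H2-DMb1 (ENSMUSG00000079547, chromosome 17, 34372046 to 34379204, plus strand) had 13, 5 and 5 counts in the controls, 24, 21 and 15 under lefamulin and 22, 25 and 25 under tiamulin. Its log2(fold change) was 1.48 (SE 0.42, adjusted p = 0.0315 by edgeR) and 1.71 (SE 0.41, adjusted p = 0.0102). It lost significance in 4 of the 9 fits that left out 1 library under lefamulin and in 2 of 9 under tiamulin, with adjusted p values up to 0.139 and 0.0602, both without control 3. Under lefamulin it was also lost with DESeq2 on the control and lefamulin libraries alone (adjusted p = 0.0704, in a range of 0.0194 to 0.0704 over the alternatives). H2-DMb2, its paralog, could share reads with it. Itgb7 (ENSMUSG00000001281, chromosome 15, 102124430 to 102140379, minus strand) had 5, 7 and 10 counts in the controls, 23, 16 and 16 under lefamulin and 15, 21 and 13 under tiamulin. Its log2(fold change) was 1.42 under lefamulin (SE 0.41, adjusted p = 0.0350 by edgeR), where 6 of the 9 fits with 1 library left out lost significance (adjusted p up to 0.140 without lefamulin 1). It also lost it with DESeq2 on the control and lefamulin libraries alone (adjusted p = 0.0829, in a range of 0.0204 to 0.0829 over the alternatives). Under tiamulin the log2(fold change) was 1.23 (SE 0.42) and the adjusted p value of 0.0579 by the same test did not pass the threshold. It passed with offsets for GC content and gene length (adjusted p = 0.0485), an alternative chosen after seeing the data, while the other alternatives gave 0.0583 to 0.105. Ptprc (ENSMUSG00000026395, chromosome 1, 137990599 to 138103446, minus strand) had 5, 0 and 3 counts in the controls, 12, 15 and 15 under lefamulin and 9, 9 and 16 under tiamulin. Its log2(fold change) was 2.45 (SE 0.61, adjusted p = 0.0168 by edgeR) and 2.12 (SE 0.63, adjusted p = 0.0336). Significance was lost in 3 of 9 such fits under lefamulin, with an adjusted p value up to 0.0660 without control 3, and in 7 of 9 under tiamulin, up to 0.114 without tiamulin 3.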

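Madcam1 (ENSMUSG00000020310, chromosome 10, 79500393 to 79504371, plus strand) had 85, 62 and 88 counts in the controls, 39, 14 and 32 under lefamulin and 34, 28 and 28 under tiamulin. The log2(fold change) was -1.35 under lefamulin (SE 0.29, adjusted p = 0.00791 by edgeR's quasi-likelihood test) and -1.29 under tiamulin (SE 0.29, adjusted p = 0.00735), and it passed both thresholds whichever library was left out. On the log2(FPKM + 1) scale tested with limma the change was -0.91 and -0.85, below the threshold of 1 in size. Cntnap2 (ENSMUSG00000039419, chromosome 6, 45036291 to 47281147, plus strand) had 17, 31 and 32 counts in the controls, 10, 11 and 6 under lefamulin and 9, 13 and 9 under tiamulin, with a log2(fold change) of -1.44 (SE 0.39, adjusted p = 0.0249 by edgeR) and -1.27 (SE 0.38, adjusted p = 0.0343). Under each drug it lost significance in 5 of the 9 fits that left out 1 library, with adjusted p values up to 0.109 under lefamulin and 0.134 under tiamulin, both without control 3. Under tiamulin it also lost it with DESeq2 on the control and tiamulin libraries alone (adjusted p = 0.0988, in a range of 0.0341 to 0.0988 over the alternatives) and with edgeR on those libraries alone (0.0514).

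Figure 5F,G also lists genes in the panel of one drug only, and of these Lrrc4c fell under lefamulin, with a log2(fold change) of -1.35 (SE 0.27, adjusted p = 0.00423 by edgeR), and less under tiamulin, with -0.55 (SE 0.25, adjusted p = 0.156). The difference between the drugs, 0.80, did not pass the threshold (adjusted p = 0.113 by edgeR), nor did those of the next 3 genes, Cldn23, H2-K2 and Cldn1 (adjusted p = 0.358, 0.407 and 0.463 by edgeR). Cldn23 rose under tiamulin by a log2(fold change) of 1.19 (adjusted p = 0.0219 by edgeR), on 11, 14 and 10 control counts, and lost significance in 3 of the 9 fits with 1 library left out and with DESeq2 on the control and tiamulin libraries alone (adjusted p = 0.0988, in a range of 0.0116 to 0.0988). H2-K2, a transcribed pseudogene of the H2 family with uncertain counts, rose by 1.06 (adjusted p = 0.00420 by edgeR) under tiamulin, and fell below the threshold of 1 in 2 of those fits and, tested with limma, on log2(FPKM + 1) (0.61) and log2(FPKM + 0.1) (0.99). Under lefamulin H2-K2 rose by 0.74 (adjusted p = 0.0426 by edgeR, in a range of 0.0330 to 0.111 over the alternatives other than the offsets), below the threshold of 1, and the adjusted p value rose above 0.05 in 5 of the 9 fits, up to 0.156 without lefamulin 3. Cldn1 fell by 1.73 on the log2 scale under tiamulin (adjusted p = 0.0414 by edgeR), from 13, 14 and 16 counts to 7, 2 and 3, and lost significance in 7 of the 9 fits, with adjusted p values up to 0.125, and with no filter on low counts (0.0595, in a range of 0.0410 to 0.0678 over the alternatives). Cntn1 had 0, 1 and 0 counts in the controls and 1, 8 and 3 under lefamulin, too few to be tested. With no filter on low counts its adjusted p value was 0.222 by edgeR.

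**Figure D2:**
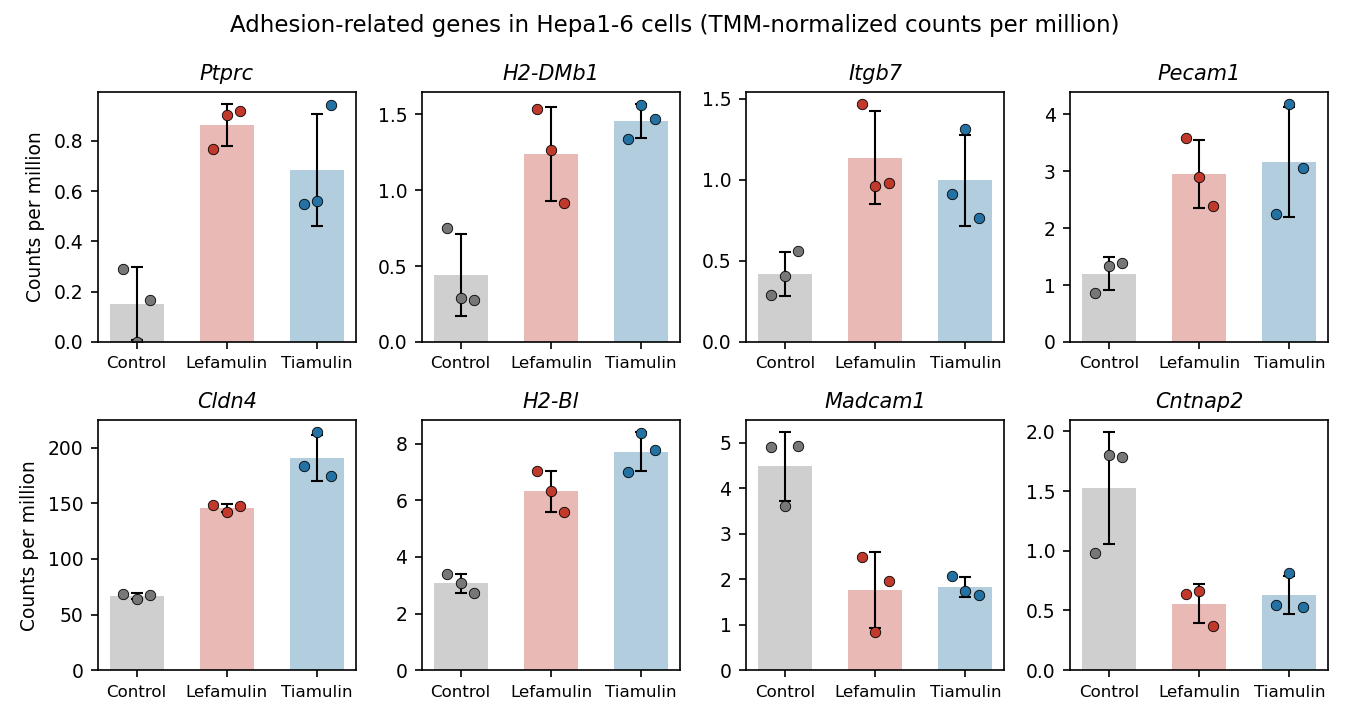
The 8 cell adhesion genes Ptprc, H2-DMb1, Itgb7, Pecam1, Cldn4, H2-Bl, Madcam1 and Cntnap2 in control, lefamulin and tiamulin libraries, each panel with its own vertical axis in TMM-normalized CPM. Bars are group means, error bars are SDs over 3 libraries and points are single libraries. The first 6 genes are higher and the last 2 lower in the treated libraries, and only Cldn4 stands above 60 CPM.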

Notably, these genes are involved in key immunological processes. *Ptprc* regulates T-cell activation [15]; *H2-DMb1* and *H2-Bl* participate in antigen presentation [16]; *Itgb7*, *Pecam1* and *Madcam1* contribute to lymphocyte trafficking and recruitment [17,18]; *Cldn4* has been implicated in modulating immune cell infiltration [19]; and *Cntnap2* has been linked to immune regulation functions [20]. Consistent with the transcriptomic findings, RT-qPCR validation confirmed the upregulation of *Ptprc*, *H2-DMb1*, *Itgb7*, *Pecam1*, *Cldn4* and *H2-B1* (Figure 5H, primer sequences listed in Table S1), supporting the notion that lefamulin and tiamulin may reshape the tumor immune microenvironment.

### 3.5. Lefamulin and Tiamulin Reduce ABCA1 Expression and Promote Intracellular Cholesterol Accumulation

To validate the downregulation of *Abca1* observed in RNA-Seq analysis, immunohistochemical (IHC) staining for ABCA1 protein was performed on subcutaneous tumor tissues. Quantitative analysis showed a significant reduction in ABCA1-positive cells in tumors from drug-treated mice (lefamulin: 7.40 ± 3.56; tiamulin: 8.07 ± 3.34), versus controls (16.73 ± 4.93, Figure 6A,B). Because ABCA1 plays a critical role in mediating cholesterol efflux, its suppression is expected to result in intracellular cholesterol accumulation [21]. To assess this, we treated Hepa1-6, Hep3B2.1-7, and HuH7 cells with 37 µg/mL of lefamulin or tiamulin for three days and performed filipin staining. In control cells, filipin signal was localized primarily at the plasma membrane and perinuclear region (Figure 6C). In contrast, treatment with either drug induced marked intracellular cholesterol accumulation characterized by increased cytoplasmic and nuclear filipin signals (Figure 6C). Quantitative analysis demonstrated a significant increase in mean fluorescence intensity following treatment. Lefamulin increased filipin fluorescence to 1.79-, 2.70-, and 1.99-fold of control levels in Hepa1-6, Hep3B2.1-7, and HuH7 cells, respectively (Figure 6D–F). Similarly, tiamulin elevated fluorescence to 1.82-, 2.42-, and 1.80-fold of control levels (Figure 6D–F). Collectively, these results demonstrated that lefamulin and tiamulin downregulate ABCA1 expression, leading to intracellular cholesterol accumulation and aberrant cholesterol distribution.

### 3.6. Lefamulin and Tiamulin Enhance CD8^+^ T Cell Infiltration

Cell adhesion molecules are transmembrane glycoproteins that play critical roles in immune cell trafficking and tumor–immune interactions [22]. Their function is closely linked to lipid rafts, cholesterol- and sphingomyelin-enriched membrane microdomains that facilitate the recruitment and signaling of adhesion molecules [23]. We therefore hypothesized that drug-induced disruption of cholesterol homeostasis could alter adhesion molecule activity via lipid raft remodeling, thereby reshaping the tumor immune microenvironment. To test this, we performed immunohistochemistry on subcutaneous tumors to quantify infiltrating CD8^+^ T cells, CD4^+^ T cells, and macrophages. Treatment with lefamulin or tiamulin significantly increased the number of CD8^+^ T cells per field (70.53 ± 20.41 and 69.73 ± 24.39, respectively) compared with controls (36.20 ± 14.51, Figure 6G,H). In contrast, no significant differences were observed in CD4^+^ T cell and macrophage infiltration (Figure S1), suggesting a selective enhancement of cytotoxic T-cell recruitment.

### 3.7. Cholesterol Accumulation Suppresses Cell Proliferation and Alters the Expression of Cell Adhesion Molecules

To determine whether cholesterol accumulation contributes to tumor cell inhibition, cholesterol biosynthesis was blocked using 3 μM simvastatin in HuH7 cells. Simvastatin treatment significantly attenuated lefamulin- or tiamulin-induced inhibition of cell proliferation and reduced intracellular cholesterol accumulation, although the abnormal cholesterol distribution persisted (Figure 7A–D). To further validate the role of ABCA1, we knocked down ABCA1 expression in HuH7 cells using shRNA. ABCA1 silencing resulted in reduced cell proliferation and induced cholesterol accumulation with aberrant intracellular distribution (Figure 7E–H), thereby recapitulating key phenotypes observed following pleuromutilin treatment. Next, we investigated whether cholesterol accumulation mediates the observed changes in cell adhesion molecule expression. Treatment with U18666A (5 μg/mL), a pharmacological inducer of intracellular cholesterol accumulation independent of ABCA1 inhibition, suppressed cell proliferation and induced morphological changes similar to those observed after lefamulin exposure (Figure 7I,J). Consistent with cholesterol accumulation, we observed cytoplasmic lipid droplet formation (Figure 7K) and increased mean fluorescence intensity (Figure 7L). Finally, RT-qPCR analysis was performed to evaluate changes in the expression of genes involved in cell adhesion molecule pathways following U18666A treatment. The mRNA levels of *Ptprc*, *H2-DMb1*, *Pecam1*, *Cldn4*, and *H2-B1* were upregulated, consistent with the transcriptional changes induced by lefamulin or tiamulin (Figure 7M), whereas *Itgb7* expression was not increased. Togethor, these findings indicate that pleuromutilin-induced intracellular cholesterol accumulation suppresses tumor cell proliferation and alters adhesion molecule expression, potentially contributing to immune microenvironment remodeling.

## 4. Discussion

Drug repurposing offers a time-efficient and cost-effective strategy for drug development [24]. Based on previous evidence suggesting the anticancer potential of pleuromutilin antibiotics [7,8,9], we hypothesized that lefamulin and tiamulin could serve as antitumor agents in HCC. In this study, we demonstrate that both agents inhibit HCC growth across cell lines, patient-derived organoids, and a mouse model. Although the dose used (37 mg/kg/day) exceeds typical antibacterial exposure [6], which may raise concerns about off-target effects or novel toxicities [25], our safety assessments in a normal hepatocyte line (THLE-2) and major organs did not reveal evident toxicity, suggesting a potential therapeutic window.

Mechanistically, lefamulin is known to inhibit bacterial protein synthesis by binding to peptidyl transferase center of the 50S ribosomal subunit [6]. However, transcriptomic analysis in tumor cells did not reveal significant enrichment of protein synthesis-related pathways. Instead, we observed consistent downregulation of *Abca1* and alterations in cell adhesion-related signaling pathways, suggesting that pleuromutilins may disrupt cholesterol homeostasis and tumor immune regulation. 

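Gene sets for protein synthesis were compared with limma's camera test on the log2 CPM of the tested genes, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 26 tests of 13 sets under 2 drugs. The set of 74 translation initiation, elongation and termination factors and tRNA synthetases rose slightly. Its median log2(fold change) was 0.093 under lefamulin, with 56 of 74 genes higher (adjusted p = 1.48e-04 by camera), and 0.076 under tiamulin, with 46 of 74 higher (adjusted p = 0.00115). The set also passed with limma's fry test (adjusted p = 8.59e-04 and 5.72e-04), but not with camera when the correlation between genes was estimated from the data (adjusted p = 0.140 and 0.201), which was the alternative that moved it most. The range over the alternatives was 5.47e-08 to 0.140 under lefamulin and 1.67e-05 to 0.201 under tiamulin. Adjusted over the list alone, 20 of the 74 genes changed under lefamulin and 32 under tiamulin. Adjusted over all genes tested, 16 did under lefamulin, 15 of them upward, and 28 under tiamulin, 23 of them upward. None was a DEG under either drug, where 28 and 36 genes had an unadjusted p value below 0.05. The 80 cytosolic ribosomal protein genes had a median of 0.061 under lefamulin, with 55 higher (adjusted p = 0.0428 by camera), and 0.018 under tiamulin, with 44 higher (adjusted p = 0.768). Over the alternatives the adjusted p value under lefamulin lay between 2.11e-04 and 0.772, and the call was lost in 5 of 11, among them fry and the estimated correlation. It was also lost without control 1 (median 0.025, adjusted p = 0.403 by camera), control 3 (adjusted p = 0.0576) and lefamulin 1 (adjusted p = 0.353). Under tiamulin the median changed sign, to -0.012 without control 1, -0.029 without tiamulin 1 and -0.025 without tiamulin 3, and without tiamulin 2 it was 0.086 and the set passed (adjusted p = 1.54e-05 by camera). Again none of the 80 genes was a DEG, 0 under lefamulin and 0 under tiamulin changed after adjustment over the list alone, 2 and 2 after adjustment over all genes tested, and 11 and 6 had an unadjusted p value below 0.05. Over all tested genes the median log2(fold change) was -0.0018 under lefamulin and 0.0034 under tiamulin. Of the 14 set calls under both drugs together, 3 were lost with fry and 9 with the estimated correlation.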

The lack of transcriptional changes associated with mitochondrial dysfunction further indicates that the observed antiproliferative effects are unlikely to result from non-specific cytotoxicity.

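In terms of transcripts for mitochondrial parts, the 13 mRNAs encoded by the mitochondrial genome had a median log2(fold change) of 0.19 under lefamulin, with 8 of 13 higher (adjusted p = 0.258 by limma's camera test), and 0.093 under tiamulin, with 8 of 13 higher (adjusted p = 0.354). With 1 library left out, the median under lefamulin lay between 0.085 (without lefamulin 1) and 0.28 (without control 2). The median under tiamulin was 0.34 without tiamulin 2, where the set passed the threshold (adjusted p = 0.00190 by camera). It also passed under both drugs with offsets for GC content and gene length, chosen after seeing the data, with a median of 0.20 under each (adjusted p = 0.0303 and 0.00275). Under lefamulin it passed with DESeq2 on the 2 groups compared alone (median 0.19, adjusted p = 0.0394 by camera, in a range of 0.0394 to 0.772 over the alternatives other than the offsets). The members moved apart. Under lefamulin, mt-Co1 had a log2(fold change) of -0.80 (SE 0.09, adjusted p = 8.92e-05 by edgeR's quasi-likelihood test) and mt-Nd2 one of 0.96 (SE 0.14, adjusted p = 0.00190). The 76 mitochondrial ribosomal protein genes had a median of 0.011 under lefamulin, with 43 higher (adjusted p = 0.574 by camera), and -0.062 under tiamulin, with 25 higher (adjusted p = 0.0321). The latter call was lost without control 2 (adjusted p = 0.0553) and without tiamulin 2 (adjusted p = 0.172), and the median under lefamulin was -0.0029 without lefamulin 1. It was also lost with DESeq2 on the 9 libraries (adjusted p = 0.0515), fry, the estimated correlation and the offsets, in a range of 0.0109 to 0.428 over the alternatives other than the offsets. The 79 nuclear-encoded genes of oxidative phosphorylation had a median of -0.019 under lefamulin, with 33 higher (adjusted p = 0.314 by camera), and -0.18 under tiamulin, with 10 of 79 higher (adjusted p = 2.62e-07). The value under tiamulin was -0.074 without tiamulin 2, the library with the strongest dependence on GC content, and the call was lost with fry (adjusted p = 0.110) and with the estimated correlation (adjusted p = 0.428), in a range of 9.83e-10 to 0.428 over the alternatives. Under lefamulin the median changed sign with 1 library left out, from -0.071 (without lefamulin 1) to 0.010 (without control 2). Adjusted over the list alone, 5 of the 79 genes changed under lefamulin and 11 under tiamulin. Adjusted over all genes tested, 7 and 12 did. None of the mitochondrial mRNAs, mitochondrial ribosomal protein genes or oxidative phosphorylation genes was a DEG. At an unadjusted p value below 0.05 there were 5, 12 and 12 under lefamulin and 6, 16 and 31 under tiamulin.

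A set of 23 genes of the mitochondrial and integrated stress response, many of which are ATF4 targets that rise under several kinds of stress, was higher under both drugs. Its median log2(fold change) was 0.32 under lefamulin, with 19 of 23 genes higher (adjusted p = 1.60e-12 by camera), and 0.55 under tiamulin, with 21 of 23 higher (adjusted p = 3.63e-15). Both calls held with fry (adjusted p = 2.02e-05 and 1.01e-05) and with the estimated correlation (adjusted p = 0.00578 for each, the highest of any alternative), and in each fit that left out 1 library. Adjusted over the list alone, 18 genes changed under lefamulin and 21 under tiamulin, and 13 and 19 did when adjusted over all genes tested. The 4 DEGs under both drugs were Ddit3, Trib3, Chac1 and Aldh1l2, named after their values were seen. Their log2(fold change) was 1.39, 1.16, 1.34 and 1.07 under lefamulin and reached 1.71, for Chac1, under tiamulin. Of the mitochondrial chaperones in the same set, Hspa9 rose under tiamulin (0.18, adjusted p = 0.0276 by edgeR). Hspd1 and Hspe1 did not rise, with -0.14 and -0.045 under lefamulin and -0.29 and -0.29 under tiamulin. The fall of Hspd1 under tiamulin had an adjusted p value of 0.00284 by edgeR.

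**Figure D3:**
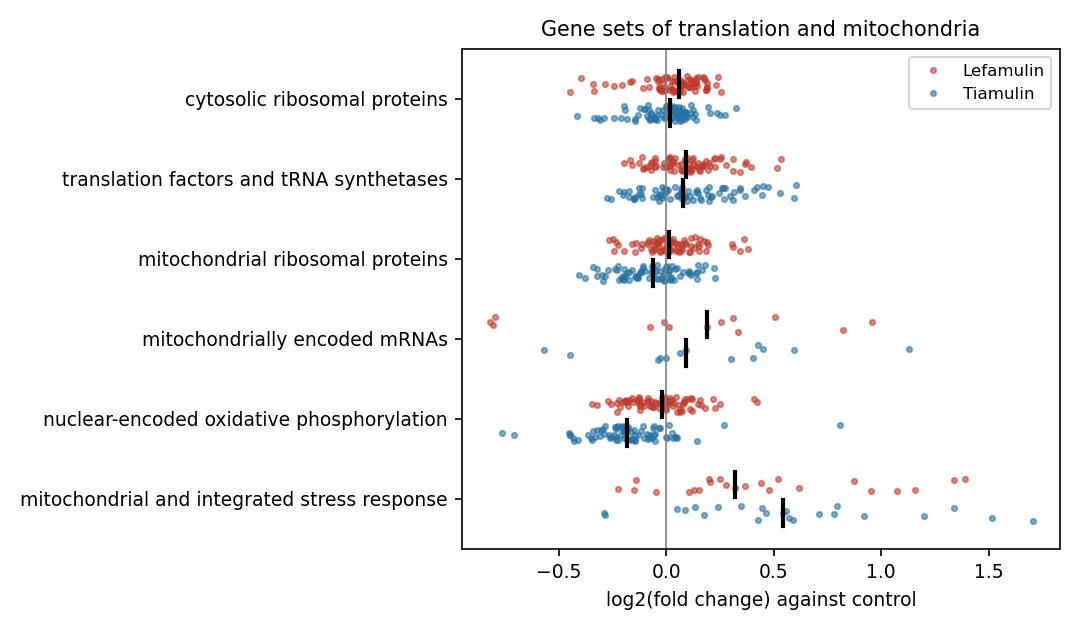
Log2(fold change) against control on the horizontal axis of each gene in 6 gene sets, under lefamulin and under tiamulin. Points are genes and black bars are medians, which lie between -0.18 and 0.19 except in the stress response set, where they are 0.32 and 0.55.

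From the lower Abca1 and the altered cell adhesion pathways, the paper proposes that pleuromutilins may disrupt cholesterol homeostasis and tumor immune regulation. It reasons from a lack of transcriptional changes associated with mitochondrial dysfunction that the antiproliferative effect is unlikely to come from non-specific cytotoxicity.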

Metabolic dysregulation is a hallmark of cancer. In HCC, aberrant lipid metabolism contributes to tumor progression, making regulators such as SREBP1/2 and downstream effectors (e.g., SCD1, FASN, ACC, HMGCR) attractive therapeutic targets [26,27,28,29,30,31]. Furthermore, lipid metabolic disorders directly influence anti-tumor immunity, as cholesterol availability affects macrophage polarization and CD8^+^ T-cell function [32,33]. These observation highlight lipid metabolism as a dual-functional therapeutic axis affecting both tumor growth and immune response.

Excess intracellular cholesterol can induce lipotoxic stress and cell death when buffering mechanisms—such as esterification by ACAT1 (Acetyl-CoA Acetyltransferase 1) or efflux via ABCA1—are impaired [34,35,36]. ABCA1 exhibits context-dependent roles in cancer, promoting tumor progression in certain settings while acting as a tumor suppressor in others [37,38,39]. In our study, pleuromutilin treatment downregulated ABCA1 in Hepa1-6 cells, leading to intracellular cholesterol accumulation and aberrant distribution, consistent with previous reports linking cholesterol transport inhibition to endoplasmic reticulum stress-mediated cell death [40]. Although ABCA1 has been studied in the context of drug resistance, its direct contribution to tumor suppression and immune modulation remains incompletely defined. The absence of clinically approved ABCA1-targeting agents underscores a potential therapeutic gap, despite promising preclinical agents such as JNJ-26854165 [41]. We therefore propose that ABCA1 downregulation and subsequent cholesterol-induced toxicity represent key mechanisms underlying pleuromutilin-mediated tumor inhibition. Additionally, ABCA1 can suppress SREBP activity via negative feedback, potentially downregulating lipid synthesis and further constraining tumor growth [3,4,5,26,42]. This secondary metabolic disruption warrants further mechanistic investigation.

Immunotherapy has revolutionized HCC treatment through the use of immune checkpoint inhibitors, adoptive cell therapy, and cancer vaccines [5,43,44,45]. However, its efficacy is often limited by factors like inadequate T-cell infiltration and an immunosuppressive microenvironment [46], driving the need for combination strategies [47]. Cell adhesion molecules have emerged as important regulators of immune cell trafficking and activation [22,48,49,50]. Our RNA-Seq data reveal that pleuromutilin treatment alters the expression of multiple adhesion-related genes (*Ptprc*, *H2-DMb1*, *Itgb7*, *Pecam1*, *Cldn4*, *H2-Bl*, *Madcam1* and *Cntnap2*) involved in immune regulation [15,16,17,19]. We confirmed that this transcriptional shift has a functional impact, as treated tumors exhibited significantly increased CD8^+^ T-cell infiltration. This suggests that pleuromutilins can favorably modulate the tumor immune microenvironment, highlighting their potential for combination with immunotherapies.

The functional link between cholesterol metabolism and immune modulation may be mediated by lipid rafts—cholesterol-rich membrane microdomains critical for adhesion molecule recruitment and signaling [23,51,52,53]. We therefore propose a unifying mechanistic model in which pleuromutilin-induced ABCA1 downregulation leads to intracellular cholesterol accumulation, resulting in lipid raft remodeling and altered adhesion molecule signaling, thereby promoting cytotoxic T-cell recruitment.

Despite these promising findings, several limitations should be acknowledged. Transcriptomic enrichment analyses cannot exclude off-target effects, and phenocopy experiments using simvastatin, ABCA1 knockdown, and U18666A do not necessarily indicate identical molecular mechanisms. Further studies are required to delineate the precise links between cholesterol dysregulation, tumor cell proliferation, and immune signaling pathways. Nevertheless, our results highlight cholesterol homeostasis as a previously underappreciated therapeutic vulnerability in HCC.

## 5. Conclusions

Lefamulin and tiamulin inhibit HCC growth in vitro and in vivo by downregulating ABCA1, inducing intracellular cholesterol accumulation, and modulating cell adhesion-related signaling pathways. These effects are associated with enhanced CD8^+^ T-cell infiltration, suggesting a role in tumor immune microenvironment remodeling. Our findings identify pleuromutilin antibiotics as promising repurposed therapeutic candidates for HCC, with potential value in combination immunotherapy regimens.

## Figures and Tables

**Figure 1:**
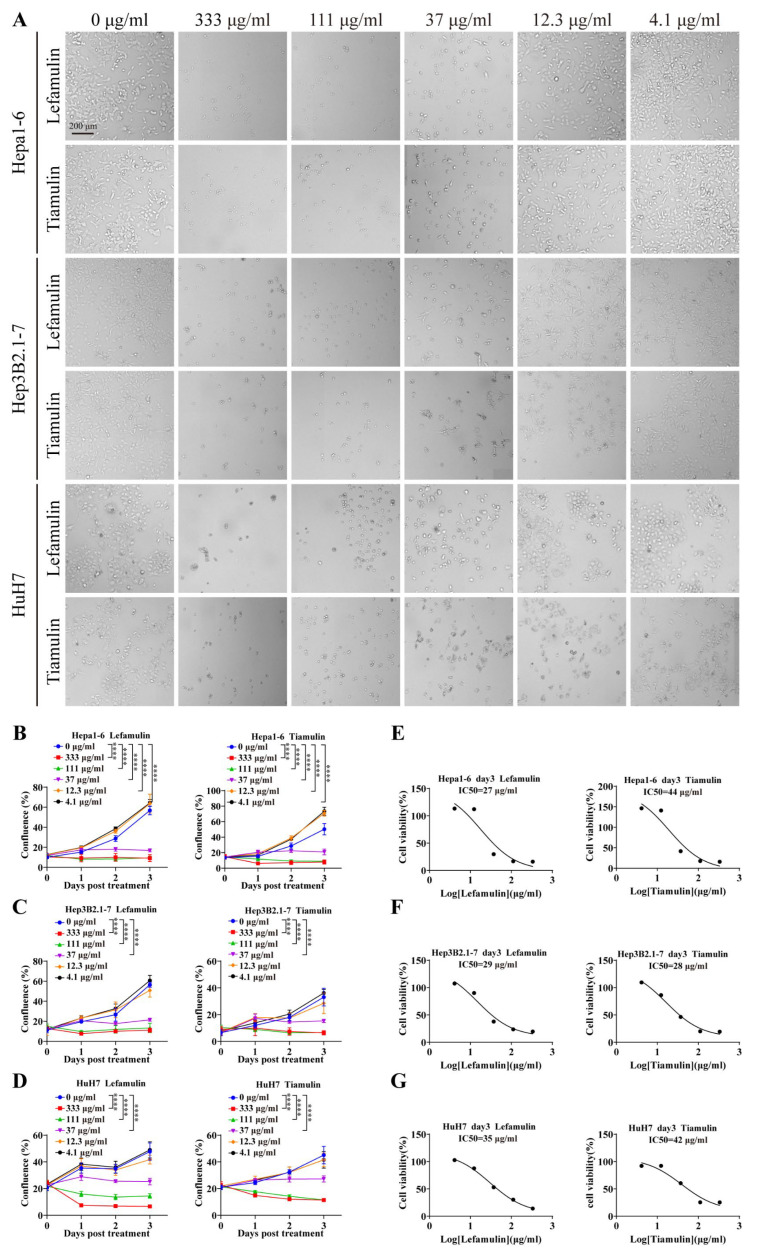
Lefamulin and tiamulin inhibit HCC cell growth in vitro. (**A**) Representative images of HCC cells (Hepa1-6, Hep3B2.1-7 and HuH7) treated with the indicated concentrations of lefamulin or tiamulin for 3 days. Scale bar, 200 µm. (**B**–**D**) Cell proliferation curves of Hepa1-6 (**B**), Hep3B2.1-7 (**C**), and HuH7 (**D**) during treatment with increasing concentrations of lefamulin or tiamulin (*n* = 6). (**E**–**G**) Cell viability was measured after 3 days of treatment with increasing concentrations of lefamulin or tiamulin for Hepa1-6 (**E**), Hep3B2.1-7 (**F**), and HuH7 (**G**) (*n* = 6). Data are expressed as mean ± SEM. Statistical significance was determined by two-way ANOVA; **** *p* < 0.0001.

**Figure 2:**
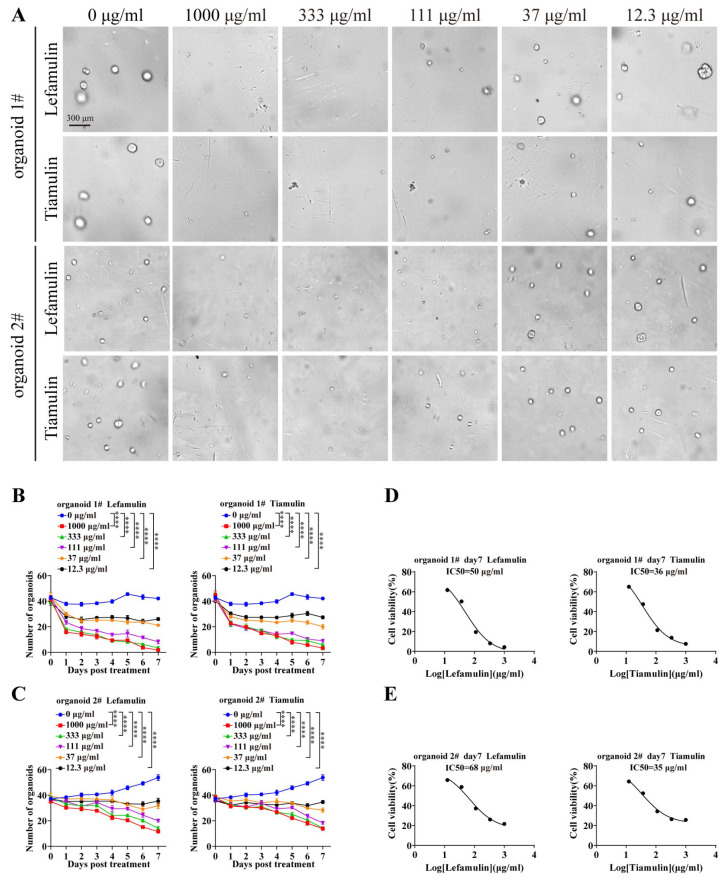
Lefamulin and tiamulin inhibit the growth of HCC organoids. (**A**) Representative images of two patient-derived HCC organoids (Organoid 1# and Organoid 2#) treated with the indicated concentrations of lefamulin or tiamulin for 7 days. Scale bar, 300 µm. (**B**,**C**) Organoid growth curves during treatment with increasing concentrations of lefamulin or tiamulin in Organoid 1# (**B**) and Organoid 2# (**C**). (**D**,**E**) Cell viability of Organoid 1# (**D**) and Organoid 2# (**E**) following treatment with lefamulin or tiamulin. Data are expressed as mean ± SEM. *n* = 5. Statistical significance was assessed by two-way ANOVA; **** *p* < 0.0001.

**Figure 3:**
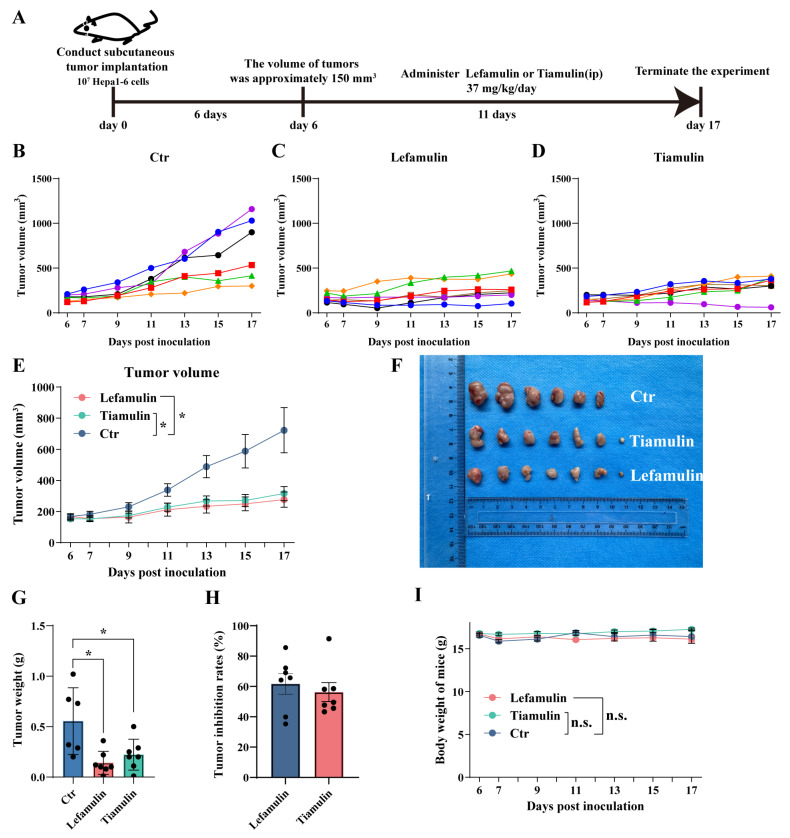
Lefamulin and tiamulin suppress HCC tumor in vivo. (**A**) C57BL/6 mice bearing subcutaneous Hepa1-6 tumors were treated with lefamulin or tiamulin (37 mg/kg/day, intraperitoneally). Group sizes were *n* = 6 (control), *n* = 7 (lefamulin), and *n* = 7 (tiamulin). (**B**–**D**) Individual tumor growth curves (each curve represents an individual mouse) in the control group (**B**, *n* = 6), lefamulin-treated group ((**C**), *n* = 7) and tiamulin-treated group (**D**, *n* = 7) are shown. (**E**) Mean tumor growth curves. (**F**) Representative tumors. (**G**) Tumors weights on day 17. (**H**) Tumor inhibition rates on day 17. (**I**) Changes in body weight. Data are presented as mean ± SEM. Statistical analysis was performed using one-way ANOVA or two-way ANOVA; n.s. not significant, * *p* < 0.05.

**Figure 4:**
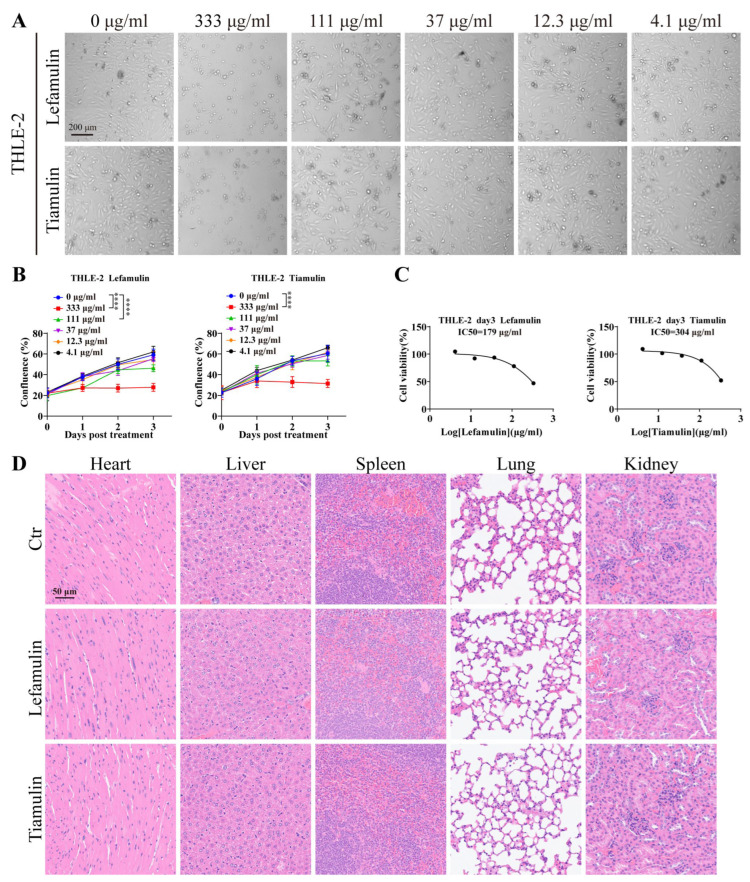
Safety evaluation of lefamulin and tiamulin in normal hepatocytes and major organs. (**A**) Representative images of the normal hepatocyte line THLE-2 following a 3-day treatment with lefamulin or tiamulin at the indicated concentrations. Scale bar, 200 µm. (**B**) The proliferation curves of THLE-2 cells were plotted during treatment with increasing concentrations of lefamulin or tiamulin. (**C**) Cell viability of THLE-2 cells was measured after 3 days of treatment with increasing concentrations of lefamulin or tiamulin (*n* = 6). (**D**) Representative H&E-stained sections of the heart, liver, spleen, lung, and kidney from mice treated with 37 mg/kg lefamulin or tiamulin for 11 days. Scale bar, 50 µm. Data are presented as mean ± SEM. Statistical significance was determined by two-way ANOVA (**** *p* < 0.0001).

**Figure 5:**
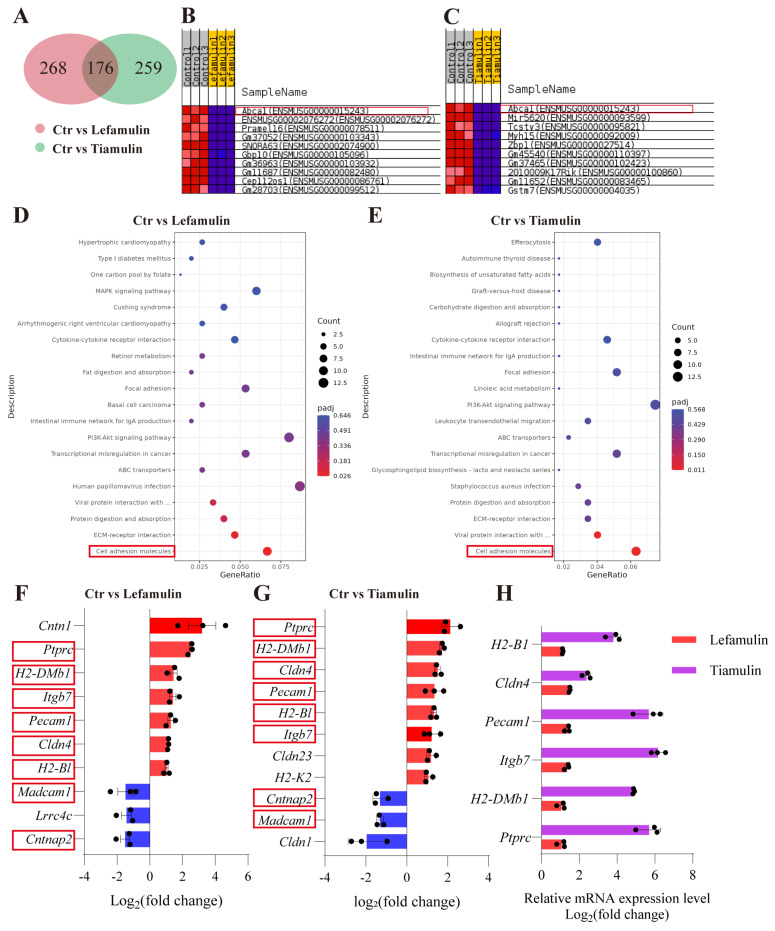
Lefamulin and tiamulin modulate *Abca1* expression and cell adhesion–related pathways. (**A**) Venn diagram illustrating the overlap of differentially expressed genes (DEGs) following lefamulin or tiamulin treatment. (**B**,**C**) Gene Set Enrichment Analysis (GSEA) identified *Abca1* as a prominently downregulated gene in both lefamulin- (**B**) and tiamulin-treated (**C**) cells. (**D**,**E**) KEGG enrichment analysis showed significant alterations in cell adhesion-related signaling pathways after treatment with lefamulin (**D**) or tiamulin (**E**). (**F**,**G**) Differentially expressed genes within cell adhesion molecule signaling pathways after lefamulin (**F**) or tiamulin (**G**) treatment. Genes consistently altered by both treatments are highlighted with red boxes. (**H**) RT-qPCR validation of the differentially expressed genes within cell adhesion molecule signaling pathways.

**Figure 6:**
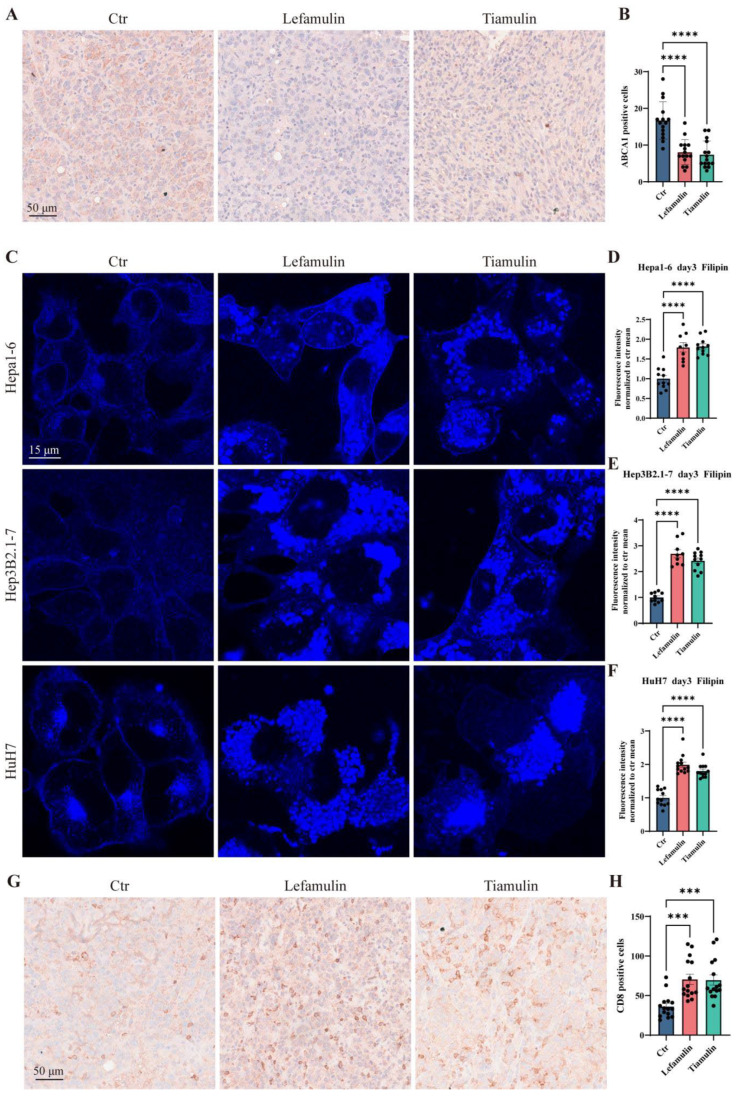
Lefamulin and tiamulin reduce ABCA1 expression, promote intracellular cholesterol accumulation and enhance CD8^+^ T-cell infiltration. (**A**) Representative immunohistochemical images of ABCA1 in tumors of mice treated with 37 mg/kg of lefamulin or tiamulin for 11 days. Scale bar, 50 µm. (**B**) Quantification of ABCA1 expression (*n* = 15). (**C**–**F**) Representative images of filipin staining ((**C**), Scale bar, 15 µm) and quantification of mean fluorescence intensity in Hepa1-6 (**D**), Hep3B2.1-7 (**E**), and HuH7 cells (**F**) treated with 37 µg/mL lefamulin or tiamulin for 3 days. (**G**) Representative immunohistochemical images of CD8 in tumors of mice treated with 37 mg/kg of lefamulin or tiamulin for 11 days. Scale bar, 50 µm. (**H**) Quantification of CD8 positive cells. Data are presented as mean ± SEM. Statistical significance was determined by one-way ANOVA, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 7:**
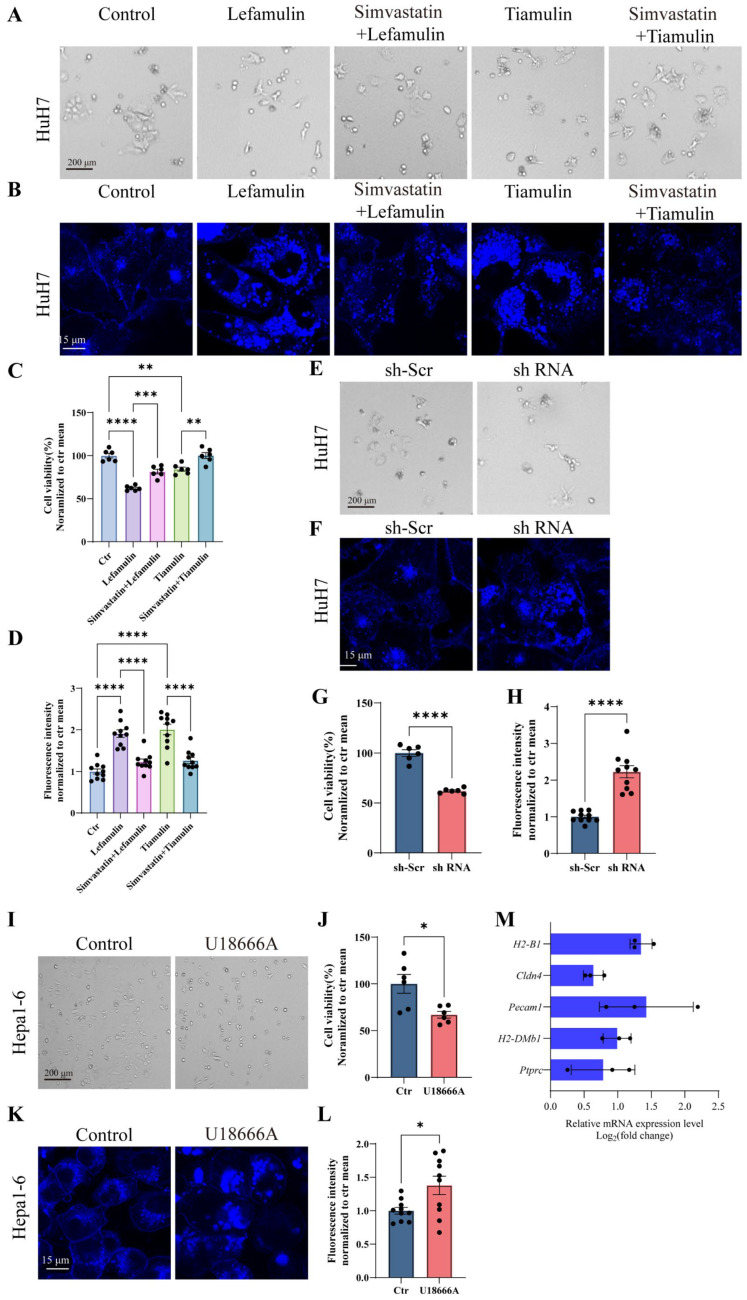
Cholesterol accumulation suppresses cell proliferation and alters the expression of cell adhesion molecules. (**A**,**B**) Representative bright-field images ((**A**); Scale bar, 200 μm) and filipin staining images ((**B**); scale bar, 15 μm) of HuH7 cells treated for 2 days with lefamulin (37 μg/mL), lefamulin plus simvastatin (3 μM), tiamulin (37 μg/mL), or tiamulin plus simvastatin (3 μM). Scale bar, 200 μm. (**C**) Cell viability of HuH7 cells following 2 days of treatment with lefamulin or tiamulin in the presence or absence of simvastatin. (**D**) Quantification of mean filipin fluorescence intensity after the indicated treatments. (**E**,**F**) Representative bright-field images ((**E**); Scale bar, 200 μm) and filipin staining images ((**F**); scale bar, 15 μm) of HuH7 cells transduced with ABCA1 shRNA or scramble control (sh-Scr). (**G**) Cell viability of HuH7 cells following ABCA1 knockdown. (**H**) Quantification of intracellular cholesterol levels based on filipin fluorescence. (**I**) Representative images of Hepa1-6 cells treated with U18666A (5 μg/mL) for 24 h (Scale bar, 200 μm). (**J**) Cell viability of Hepa1-6 cells after U18666A treatment. (**K**,**L**) Representative filipin staining images ((**K**); scale bar, 15 μm) and quantification of mean fluorescence intensity (**L**) in Hepa1-6 cells treated with U18666A. (**M**) RT-qPCR validation of adhesion-related gene expression in Hepa1-6 cells treated with U18666A. Data are presented as mean ± SEM. Statistical significance was determined using one-way ANOVA or Student’s *t*-test; n.s., not significant; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001.

## Data Availability

The raw data supporting the conclusions of this article will be made available by the authors on request.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cancers18071054/s1: Figure S1. Neither lefamulin nor tiamulin affected the infiltration of CD4^+^ T cells or F4/80^+^ macrophages in vivo. Table S1. Primer sequences for RT-qPCR.

## Abbreviations

The following abbreviations are used in this manuscript:

ABCA1	ATP-binding cassette transporter A1
ACAT1	Acetyl-CoA Acetyltransferase 1
ACC	Acetyl-CoA carboxylase
Cldn4	claudin 4
Cntnap2	contactin-associated protein-like 2
DMSO	dimethyl sulfoxide
FASN	fatty acid synthase
GSEA	Gene Set Enrichment Analysis
H2-Bl	histocompatibility 2, blastocyst
H2-DMb1	histocompatibility 2, class II, locus Mb1
HCC	hepatocellular carcinoma
H&E	Hematoxylin and eosin
HMGCR	3-hydroxy-3-methylglutaryl-CoA reductase
IC_50_	half-maximal inhibitory concentration
IHC	immunohistochemical
Itgb7	integrin subunit beta 7
Madcam1	mucosal vascular addressin cell adhesion molecule 1
Pecam1	platelet endothelial cell adhesion molecule 1
Ptprc	protein tyrosine phosphatase receptor type C
RNA_Seq	RNA sequencing
SCD1	stearoyl-Coenzyme A desaturase 1

# Supplementary material for: Pleuromutilins Suppress Hepatocellular Carcinoma Growth via ABCA1 Inhibition-Induced Cholesterol Accumulation
**Source:** Cancers (Basel). 2026 Mar 24;18(7):1054. doi: 10.3390/cancers18071054
**Supplement:** Supplementary file 1

## Supplementary Materials

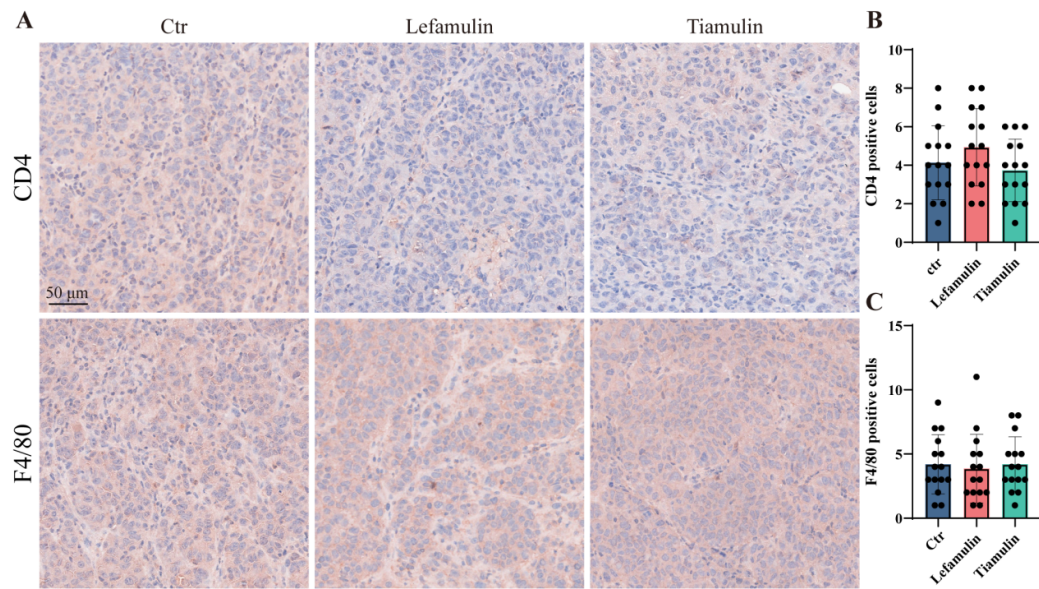

**Figure S1:** Neither lefamulin nor tiamulin alters the infiltration of CD4<sup>+</sup> T-cells or F4/80<sup>+</sup> macrophages *in vivo*. (A) Representative immunohistochemical images showing CD4<sup>+</sup> T cells and F4/80<sup>+</sup> macrophages in tumor tissues from mice treated with lefamulin or tiamulin (37 mg/kg/day) for 11 days. Scale bar, 50  $\mu$ m. (B) Quantification of CD4<sup>+</sup> T-cell infiltration (n=15). (C) Quantification of F4/80<sup>+</sup> macrophage infiltration (n=15). Data are presented as mean  $\pm$  SEM. Statistical analysis was performed using one-way ANOVA.

**Table S1. Primer sequences for RT-qPCR**

|           | Sequence (5'→3')        |
|-----------|-------------------------|
| Ptprc_F   | AGTGCATGTAGCTAGCAAGTGG  |
| Ptprc_R   | TGTAGGTGTTTGCCCTGTGAC   |
| H2-DMb1_F | CTACCCGGAAGGACAGCAT     |
| H2-DMb1_R | ACCTCATTTTCAGCTCACCTCA  |
| Itgb7_F   | ATCACACCCGTGCCATCATA    |
| Itgb7_R   | GTAGAGAGGATTGTTGTCCTGC  |
| Pecam1_F  | GAGCCTCACCAAGAGAACGG    |
| Pecam1_R  | CCCAACATGAACAAGGCAGC    |
| Cldn4_F   | TGTAGAGTGGATGGACGGGT    |
| Cldn4_R   | CTCAGAGGGGCCAACTCAAG    |
| H2-B1_F   | GCAGCAGAAAAATAGCCATCCT  |
| H2-B1_R   | ACTCCACTAATCAACCCTCAGC  |
| Madcam1_F | GAGATACAAGAGGCTGAGGGC   |
| Madcam1_R | GAGGTCTGGCTCTGTAGTACTGG |
| Cntnap2_F | CGGTTCCCTTCAAGAACCTCA   |
| Cntnap2_R | GGCTCATCACATTTTTGGAACG  |

How the deposited data were processed for this re-analysis (not part of the article)

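RNA-Seq libraries of Hepa1-6 cells were compared between 3 groups of 3 libraries each, control, 37 µg/mL lefamulin and 37 µg/mL tiamulin. The grouping was taken from the sample labels and the methods of the paper, which name the control differently, untreated in the labels and vehicle-treated in the paper. The labels give 2 days of treatment. The other experiments of the paper, on other cell lines, mice and compounds, have no sample in the RNA-Seq series and were not analysed here.

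The authors deposited read counts per gene, whole numbers without normalization, for 56748 genes identified by Ensembl. The paper's text does not name the aligner, the counting tool, the genome build, or whether the counting used the strand of the reads. Genes that overlap or have near-identical copies could therefore share reads, and the H2 genes and other families are reported as uncertain. The authors also deposited FPKM values, which equalled the counts divided by the deposited gene length and by a library total, to within 1.27e-07%. Gene positions were taken from the deposited tables. The build is not named. Only 1487 of 52088 nuclear genes (2.86%) had the start and end they have in GRCm38, so the nuclear positions are those of another build. The 37 mitochondrial genes compared all had the same start and end as in GRCm38. No sequence of GRCm38 is printed, and every position is given as the authors deposited it. GC content came from the longest transcript of each gene in GENCODE M21, matched by its Ensembl identifier, and was known for 14242 of the 14510 tested genes and for each member of the 13 gene sets that was tested.

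Total counts per library lay between 15568887 and 18008105. The 10 genes with the most counts took between 4.57% and 5.15% of them. Genes with few counts carry counting error on top of the differences between libraries. Genes whose control libraries all had at most 3 counts are given as lower bounds, with 3 counts as the floor.

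Counts were normalized with TMM and tested with edgeR 4.0.16 in R 4.3.3, with filterByExpr, robust dispersion estimates and the quasi-likelihood test, in a single fit of the 9 libraries with group as the only term. A DEG had a Benjamini-Hochberg adjusted p value below 0.05 and an absolute log2(fold change) above 1, the thresholds of the paper. Shared DEGs passed under both drugs in the same direction. The drugs were also tested directly against each other. On simulated counts for the same libraries, with 192 changed genes among 14273 tested, this procedure recovered 170 (88.5%) and 176 (91.7%) of the changed genes in the 2 comparisons and called 3 and 2 unchanged genes. A further simulation of 14230 genes added the same GC trend to all tiamulin libraries. Under tiamulin 134 unchanged genes were then called, and 6 once offsets for GC content and gene length were used. A trend in a single library was not simulated.

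Gene sets were tested with camera in limma 3.58.1 on voom log2 CPM, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 26 tests, 13 sets under 2 drugs, and over the 13 sets for the drugs against each other. Limma's fry and camera with an estimated correlation were run beside it. The 13 sets were written from gene symbols. They are cell adhesion molecules, cytosolic ribosomal proteins, translation factors and tRNA synthetases, mitochondrial ribosomal proteins, mitochondrially encoded mRNAs, nuclear-encoded oxidative phosphorylation, the mitochondrial and integrated stress response, SREBP2 targets of cholesterol synthesis and uptake, SREBP1 targets of fatty acid synthesis, LXR targets other than Abca1, interferon-stimulated genes, the cell cycle and blood cell markers. Lists of lysosomal genes and of replication-dependent histones were drawn up after the data had been seen. Enrichment of cell adhesion molecules among DEGs was tested with a one-sided Fisher's exact test against all tested genes. The position of Abca1 among lowered genes was taken from GSEA's default signal-to-noise ratio on FPKM.

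Genes named in the text are Abca1, the genes of the paper's text and of Figure 5F,G, the genes of Figure 5B,C as a summary, the metabolic genes of the discussion, and the 5 most raised and 5 most lowered shared DEGs with a gene name and with all treated libraries on the same side of all controls. An item covered by this rule is not reported here. The main design, the gene sets, this rule and most alternatives were fixed before the data were examined. The alternatives were DESeq2's size factors in edgeR, DESeq2 1.42.0 on the 9 libraries or on the 2 groups compared alone with each gene that had any count, no filter on low counts, at least 10 counts in every library, edgeR on the 2 groups compared alone, the replicate number as a block, limma on log2(FPKM + 1) and on log2(FPKM + 0.1) for genes with an FPKM over 1 in at least 3 libraries, glmTreat against a log2(fold change) of 1, and leaving out each library in turn. For the position of Abca1 and the enrichment, other ranking values, backgrounds and directions were also used. Offsets for GC content and gene length, and DESeq2 on the 2 groups with an unadjusted p value, were added after seeing the data. Other splits of the same libraries were tested in the same way, 10 splits for 3 against 3 libraries and 100 random splits of the 9 libraries into 3 groups.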

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

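The tests of mitochondrial RNA and of histone mRNAs beside mt-Rnr2, and the offsets for GC content and gene length applied to the fatty acid, interferon and between-drug gene sets, were chosen only after the result was seen. Each p value of a gene set is from limma's camera test, and each p value of a single gene from edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment.

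The paper does not report on cholesterol synthesis genes in these libraries, and a set of them rose under both drugs. The 25 SREBP2 targets of cholesterol synthesis and uptake had a median log2(fold change) of 0.45 under lefamulin, with 23 higher (adjusted p = 5.81e-21), and 0.38 under tiamulin, with 25 higher (adjusted p = 9.28e-16). Adjusted over the list alone, 23 and 22 of the genes changed, and 22 and 18 over all genes tested. The calls held with fry (adjusted p = 2.62e-05 and 2.67e-05) and with an estimated correlation (0.00578 and 0.00696, the highest of any alternative). A trend in GC content or gene length is argued against, since the smaller of the 2 medians was 0.36 with offsets for both. So is the lower depth of the treated libraries, since it was 0.38 with every library thinned to 15568887 counts. Of 100 random splits of the 9 libraries into 3 groups, 4 gave medians as large in both comparisons, and these were the 4 in which the control group was the 3 controls. No technical explanation that was tested accounts for the rise, and a biological effect of the drugs on cholesterol homeostasis remains as a hypothesis, found and tested on the same libraries. The 15 SREBP1 targets of fatty acid synthesis rose less, by a median of 0.16 under lefamulin (11 higher, adjusted p = 0.0161) and 0.27 under tiamulin (12 higher, adjusted p = 0.0321), with 10 and 11 genes adjusted over the list alone and 7 and 8 over all genes tested. Of the latter genes, 5 went up and 2 down under lefamulin, and 5 up and 3 down under tiamulin. With the offsets the larger adjusted p value was 0.0334, which argues against a GC or length trend as the whole cause. This rise is weaker evidence. Under tiamulin it lost significance without control 2 (median 0.19, adjusted p = 0.0587) and without tiamulin 2 (0.12, adjusted p = 0.0678), and under both drugs with the estimated correlation (adjusted p = 0.428, the highest of any alternative, the lowest being 5.24e-05 and 0.00305).

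The 23 genes of the mitochondrial and integrated stress response were higher under both drugs, although the paper reports no transcriptional sign of mitochondrial dysfunction. The medians were 0.32 under lefamulin (19 higher) and 0.55 under tiamulin (21 higher). With the offsets for GC content and length the smaller median was 0.30, and at equal depth 0.32, so neither trend accounts for it. Again 4 of the 100 random splits gave medians as large, each with the 3 controls as the control group. What stays open is which stress the genes respond to. The set holds ATF4 targets that also rise when amino acids are short or proteins misfold, and the design does not separate these. The mitochondrial chaperones did not rise together. Hspd1 changed by -0.14 under lefamulin (adjusted p = 0.119) and by -0.29 under tiamulin (adjusted p = 0.00284). Hspa9 rose under tiamulin by 0.18 (adjusted p = 0.0276).

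The 30 cell cycle genes were lower under both drugs, with a median of -0.11 under lefamulin (23 lower, adjusted p = 7.78e-04) and -0.21 under tiamulin (29 lower, adjusted p = 2.87e-13). Adjusted over the list alone, 7 and 21 genes changed, and 7 and 17 over all genes tested. The value closest to 0 was -0.11 with the offsets and -0.11 at equal depth, which argues against GC content, length and depth. Chance is not excluded for the smaller of these changes, since 5 of the 100 random splits gave medians as large in both comparisons, 1 of which did not keep the controls together. Under lefamulin the call was lost with the estimated correlation (adjusted p = 0.109, in a range of 3.34e-06 to 0.109 over the alternatives).

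The 23 interferon-stimulated genes had a median of 0.18 under tiamulin, with 16 higher (adjusted p = 0.0374), 5 genes changed when adjusted over the list alone and 4 over all genes tested. Under lefamulin the median was 0.024 with 12 higher (adjusted p = 0.456), but 10 genes changed when adjusted over the list alone. Over all genes tested 7 did, 6 of them upward, and the set passed with fry (adjusted p = 0.0300). The difference between the drugs, 0.18, did not pass (adjusted p = 0.133). The call under tiamulin was still past the threshold with the offsets (adjusted p = 0.0453), which counts against a GC or length trend as the whole cause. It was lost without control 1 (adjusted p = 0.0812) and without tiamulin 1 (0.0695), with at least 10 counts in every library (0.0533) and with the estimated correlation (0.212), in a range of 0.00246 to 0.212 over the alternatives. The set rests on too little for an explanation to be weighed further.

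The drugs differed from each other, which the paper does not test. In the direct comparison 33 genes were DEGs, and 711 passed the adjusted p value alone. With the offsets there were 58, of which 29 were among the 33, so a GC or length trend does not account for them. In fits of the 6 libraries alone, the real split gave 18 DEGs. Of the 10 splits, 1 had as many, the real split itself, and 10 splits cannot give a smaller share. Of the 13 gene sets, 7 differed. Tiamulin was higher in cell adhesion molecules (median difference 0.079, 55 of 82 genes, adjusted p = 0.0125) and in the stress response (0.15, 16 of 23 genes, adjusted p = 0.00584). It was lower in cytosolic ribosomal proteins (-0.053, 61 of 80 genes, adjusted p = 0.0367), mitochondrial ribosomal proteins (-0.12, 51 of 76, adjusted p = 8.27e-04), oxidative phosphorylation (-0.17, 68 of 79, adjusted p = 7.03e-07), SREBP2 targets (-0.061, 18 of 25, adjusted p = 0.0357) and the cell cycle (-0.10, 25 of 30, adjusted p = 4.00e-07). Of the 10 splits, 1 gave as many sets past the threshold. The splits that mixed libraries of the drugs gave 2 to 6 sets, with 0 DEGs in each. Such splits keep part of the difference between the drugs, so the number of sets does not separate chance from that difference. Of the 7 sets, 3 passed with fry and 0 with the estimated correlation, where the set with the smallest value, the cell cycle, had an adjusted p value of 0.0553 and an unadjusted p value of 0.00426. With the offsets, oxidative phosphorylation, the stress response, SREBP2 targets and the cell cycle stayed past the threshold (largest adjusted p = 0.0213), which argues against a GC or length trend as the whole cause there. Cytosolic ribosomal proteins did not (median 0.011, adjusted p = 0.507), as such a trend predicts. For mitochondrial ribosomal proteins (median -0.046, adjusted p = 0.0524) and cell adhesion molecules (median 0.055, adjusted p = 0.0547) a GC or length trend and a difference between the drugs cannot be told apart, because the adjusted p values lie just above the threshold and part of each median is left.

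Among named genes, Abca1 was lower under tiamulin than under lefamulin by a log2 difference of -0.79 (adjusted p = 0.00580), and Scd1 by -0.21 (adjusted p = 0.0240). Cldn4 was higher by 0.39 (adjusted p = 0.00747). Of the genes named by the rule fixed beforehand, Klf2 had the largest difference, -2.08 (adjusted p = 6.74e-06). Rhob (-1.11) and Arf2 (-1.20), not covered by that rule and named after their values were seen, had smaller adjusted p values than Klf2. Both drugs were used at 37 µg/mL only, so a part played by potency is not excluded by the design. Potency alone would make the same drug stronger throughout, if each response grows with dose. Abca1 (-2.95 under lefamulin, -3.74 under tiamulin) and Cldn4 (1.13 and 1.52) moved more under tiamulin. Scd1 (0.54 and 0.33) and Klf2 (3.47 and 1.39) moved more under lefamulin. For these genes, the values argue against potency as the whole cause.

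The mitochondrial 16S ribosomal RNA mt-Rnr2 (chromosome MT, 1094 to 2675) was lower under lefamulin, with a log2(fold change) of -1.14 (adjusted p = 8.04e-06), than under tiamulin, with -0.31 (adjusted p = 0.0530). The difference between the drugs was 0.84 (adjusted p = 7.78e-04), and mt-Rnr2 was singled out after the values were seen. A lower amount of mitochondrial RNA under lefamulin is argued against, because the mean share of counts on the 13 mitochondrial mRNAs differed by a log2 ratio of only -0.038 between tiamulin and lefamulin. This small value rests on tiamulin 2, without which it was 0.10, in the direction of mt-Rnr2 but far below its difference of 0.84. Less capture of RNAs without a poly(A) tail under lefamulin stays open. The 10 replication-dependent histone mRNAs, which have no such tail, were lower under tiamulin by a median of -0.49 (9 of 10 lower), but they follow S phase and the cell cycle set was lower under tiamulin too. Against the controls their median was 0.14 under lefamulin (6 of 10 higher, unadjusted p = 0.474 by camera), which goes against less capture. The histone mRNAs went both ways under lefamulin, so they do not exclude less capture. The mitochondrial tRNAs, with a median of -0.73 under lefamulin, go with it in part. Of the 5 that passed the threshold under lefamulin, 1 rose, mt-Tp, by 0.68 (adjusted p = 0.00246). Under tiamulin the tRNA median was 0.51, which less capture under lefamulin does not predict. This value is weak evidence, since only 1 tRNA, mt-Tp, passed the threshold under tiamulin. In addition, mt-Th, mt-Tl2 and mt-Ts2 were high in tiamulin 1 alone, as with 318 counts on mt-Tl2 against 64 and 95 in tiamulin 2 and 3. With offsets for GC content and length the difference was 0.93. Between the drugs the mitochondrial tRNAs followed the direction of mt-Rnr2, with a median difference of 1.06 over 10 tested tRNAs. Of those that passed the threshold, 5 of 5 were higher under tiamulin. The exception among the tested tRNAs was mt-Tp, the most abundant, with a difference of -0.017. The ribosomal RNA mt-Rnr1 differed by 0.61 (adjusted p = 0.00373). Ribosomal and transfer RNA of mitochondria are captured in such libraries only in part, and mitochondrial copies in the nuclear genome may share their reads, which was not tested. Another candidate explanation is an effect of lefamulin on mitochondrial ribosomal RNA. It remains a hypothesis that these libraries do not decide.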

How the results depend on the processing

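No test in this part was chosen only after its result was seen, apart from 2 alternatives added after seeing the data, the offsets for GC content and gene length and DESeq2 with an unadjusted p value. For each change below whose reason is not given, the cause was not tested. P values of gene sets are adjusted camera p values unless another test is named, and the ranges given for them leave out the 2 added alternatives and the fits without 1 library.

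Abca1 and Cldn4 kept their direction and stayed past both thresholds under both drugs in each alternative that tested single genes and with any library left out. The glmTreat test was used for counts of DEGs and the genes of Figure 5F,G only. With it, 0 of the 10 genes of Figure 5F were DEGs under lefamulin. Of the 11 genes of Figure 5G, 1 was a DEG under tiamulin, Cldn4. The stress response and the SREBP2 targets kept their direction and their call under both drugs in every alternative and with any library left out, as did the cell cycle set under tiamulin. DESeq2's size factors in place of TMM changed no call of the named genes or sets, and gave 218, 259, 127 and 33 DEGs for lefamulin, tiamulin, both and between the drugs, of which 218, 259, 127 and 33 were also found with TMM.

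The number of DEGs depended on the tool, the filter and the scale. Between the drugs, where 33 were found, there were 21 with DESeq2 on 9 libraries, 20 with DESeq2 on 2 groups, 18 with edgeR on only the 2 groups compared, 21 with limma on log2(FPKM + 0.1), 10 with limma on log2(FPKM + 1) and 1 with glmTreat. With no filter there were 70, with 50.0% of them higher under tiamulin against 36.4% in the main comparison, and with the GC and length offsets 58, with 46.6% higher. On log2(FPKM + 0.1) 47.6% were higher. Leaving out 1 library gave 14 to 46, the lowest without lefamulin 3 and the highest without tiamulin 2. For lefamulin, tiamulin and both, a minimum of 10 counts in every library left 131, 164 and 81 DEGs, since fewer genes are tested. Limma on log2(FPKM + 1) gave 53, 59 and 27, and on log2(FPKM + 0.1) 105, 153 and 65. Testing against the threshold with glmTreat gave 17, 21 and 7, of which 88.2%, 66.7% and 85.7% were higher, against 64.8%, 59.1% and 66.9% in the main comparison. DESeq2 on 2 groups with an unadjusted p value gave 435 and 444 for the drugs and 198 between them. Leaving out 1 library gave 153 (without control 3) to 295 (without tiamulin 2) DEGs under lefamulin, 206 to 280 under tiamulin and as few as 93 shared, without control 3.

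The real split gave more DEGs than any other split of the same 6 libraries, for lefamulin 1 of the 10 splits, for tiamulin 1 of the 10 and between the drugs 1 of the 10, with at most 1 DEG in any other split against 270, 221 and 18. Since 10 splits allow no share below 10%, chance is not excluded by this count alone. Of 100 random splits of the 9 libraries into 3 groups, 1 had as many shared DEGs, the real split itself. The other 3 splits with the 3 controls as the control group had up to 111, and every remaining split had at most 3. As many sets passed the threshold in 2 of the 10 splits for lefamulin, where 6 passed, and in 2 of the 10 for tiamulin, where 8 passed, with 0 to 6 and 4 to 8 sets in the splits that mixed treated and control libraries. Each such split has 2 treated libraries and 1 control on one side and the reverse on the other, and so keeps part of the difference between treated and control, and these counts do not separate chance from an effect of the drugs.

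The enrichment of cell adhesion molecules among DEGs was lost on log2(FPKM + 1), with odds ratios of 4.52 under lefamulin and 4.05 under tiamulin, and under lefamulin on log2(FPKM + 0.1), with 4.63. It stayed past the threshold with any library left out and in the other alternatives in which it was tested, which did not include glmTreat. As a set, cell adhesion molecules passed under lefamulin on both FPKM scales (median -0.11, adjusted p = 0.0367, and -0.12, 0.0388, in a range of 0.0367 to 0.803) and under tiamulin with fry (0.046, adjusted p = 0.0135, in a range of 0.0135 to 0.686). The rank of Abca1 among lowered genes was 10 under lefamulin and 3 under tiamulin by the signal-to-noise ratio on log2(FPKM + 1), and 2 under both by edgeR's log2 fold change. Leaving out 1 library gave ranks from 1 to 2 under lefamulin.

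With the correlation between genes estimated, 2 sets passed under lefamulin and 3 under tiamulin. The sets lost were cytosolic ribosomal proteins (0.061), translation factors (0.093), fatty acid synthesis (0.16) and the cell cycle (-0.11) under lefamulin, and translation factors (0.076), mitochondrial ribosomal proteins (-0.062), oxidative phosphorylation (-0.18), fatty acid synthesis (0.27) and interferon-stimulated genes (0.18) under tiamulin. The medians are those of the main comparison, because only the test changes. With fry, cytosolic ribosomal proteins (0.061, adjusted p = 0.622) under lefamulin and mitochondrial ribosomal proteins (-0.062, adjusted p = 0.0755) and oxidative phosphorylation (-0.18, adjusted p = 0.110) under tiamulin were lost, while interferon-stimulated genes (0.024, adjusted p = 0.0300) under lefamulin and blood cell markers under both drugs (0.36, adjusted p = 0.00683, and 0.43, adjusted p = 0.00508) were gained.

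Cytosolic ribosomal proteins under lefamulin also lost their call with DESeq2 on 9 libraries (0.059, adjusted p = 0.108), at least 10 counts in every library (0.061, 0.0530) and the GC and length offsets (0.035), in a range of 2.11e-04 to 0.772. With 1 library left out the median lay between 0.025 and 0.10, and the call was lost without control 1, control 3 or lefamulin 1. Under tiamulin it changed sign without control 1, tiamulin 1 or tiamulin 3, from -0.029 to 0.086, and without tiamulin 2 the set passed (adjusted p = 1.54e-05). Mitochondrial ribosomal proteins under tiamulin lost their call with DESeq2 on 9 libraries (-0.064, 0.0515) and with the offsets (-0.037, 0.0651), in a range of 0.0109 to 0.428, and lay between -0.071 and -0.040 with 1 library left out, not past the threshold without control 2 or tiamulin 2. Under lefamulin their median changed sign with the offsets (-0.0090) and without lefamulin 1, from -0.0029 to 0.031. Mitochondrially encoded mRNAs passed under lefamulin with DESeq2 on 2 groups (0.19, adjusted p = 0.0394, in a range of 0.0394 to 0.772) and with the offsets (0.20, 0.0303), and under tiamulin with the offsets (0.20, 0.00275) and without tiamulin 2, where the median was 0.34, in a range of 0.043 to 0.34. Oxidative phosphorylation passed under lefamulin with the offsets (-0.039, adjusted p = 0.0453). LXR targets other than Abca1 passed under tiamulin with DESeq2 on 2 groups (-0.16, 0.0251), no filter (-0.16, 0.0405), at least 10 counts (-0.21, 0.0227) and the offsets (-0.18, 0.0334), in a range of 0.0227 to 0.428, and lay between -0.38 and -0.072 with 1 library left out, past the threshold without control 2, tiamulin 2 or tiamulin 3. Interferon-stimulated genes under tiamulin lost their call with at least 10 counts (0.18, 0.0533) and lay between 0.14 and 0.22 with 1 library left out, not past the threshold without control 1 or tiamulin 1. Under lefamulin they passed on log2(FPKM + 1) (0.12, 0.0455) and log2(FPKM + 0.1) (0.14, 0.0456), in a range of 0.0300 to 0.655. Fatty acid synthesis under tiamulin lay between 0.12 and 0.33 with 1 library left out, and lost its call without control 2 and without tiamulin 2 (0.12). Blood cell markers passed under tiamulin with DESeq2 on 9 libraries (0.43, 0.0489), DESeq2 on 2 groups (0.43, 0.0168), no filter (0.44, 0.0439), at least 10 counts (0.43, 0.0484) and on both FPKM scales (0.50 and 0.71), and under lefamulin on both FPKM scales (0.41 and 0.48), in ranges of 0.00257 to 0.267 and 0.00257 to 0.212. With 1 library left out they lay between 0.35 and 0.40 under lefamulin, and passed without lefamulin 3.

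Among single genes, Srebf2 and Acaca under tiamulin, both far from the threshold, changed sign without tiamulin 2, to -0.010 in a range of -0.010 to 0.22 and to -0.017 in a range of -0.017 to 0.067. Srebf2 under lefamulin changed from -0.091 to 0.048 with the offsets. In the alternatives for named genes, 20 calls were lost and 0 gained against 373 that stayed, and leaving out 1 library lost 57 against 427. The fits without control 3 lost 11, the most of any library. With the offsets, 1 call was gained, Itgb7 under tiamulin.

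Libraries with the same replicate number were not treated as pairs in the main comparison. The correlation of their deviations from the group means was taken over 9596 genes. It was 0.00271, 0.0209 and 0.0582 for lefamulin and control, and -0.370, -0.513 and 0.0258 for tiamulin and control. For tiamulin and lefamulin it was 0.00769, -0.0755 and -0.0782. These values give no sign of a shared batch. The GC trends of single libraries were not removed from the deviations and could hide one, so a shared batch is not excluded. With the replicate number as a block, 18 DEGs were called between the drugs and 182, 231 and 109 for lefamulin, tiamulin and both. Cytosolic ribosomal proteins under lefamulin had a median of 0.059 and an adjusted p value of 0.0579 with the block, and 6 calls of named genes were not made with it, those of Itgb7 and Ifi205 under lefamulin (adjusted p = 0.0720 and 0.0527 by edgeR) and of Ptprc, Cntnap2, Cldn1 and Ifi205 under tiamulin (adjusted p = 0.0618, 0.0530, 0.0678 and 0.0603).

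Depth limits the genes with few counts. A minimum of 10 counts in every library left 34 of the 54 results of named genes, and an FPKM over 1 left 28, and the others had no value there. DESeq2 on 9 libraries gave no adjusted p value for Cldn1, Fbn1 and Ifi205 under both drugs and for Ptprc under lefamulin. On 2 groups, Itgb7, Pantr1 and Ptprc under tiamulin were added to these. With edgeR on only the 2 groups compared, Fbn1 under both drugs and Ifi205 and Ptprc under tiamulin were not tested. All 10 genes of Figure 5F were DEGs only in DESeq2 with an unadjusted p value, and all 11 of Figure 5G only there and with the offsets.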

Differences from the paper's values

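None of the values in this part were used to choose the main comparison, and DESeq2 on 2 groups with an unadjusted p value was run only after the paper's values had been seen.

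Of the shared DEGs, 42 were downregulated, against the paper's 87. None of the alternatives set before the data were examined closed the gap, with numbers from 1 to 42. The offsets for GC content and gene length, added after seeing the data, gave 48. DESeq2 on the 2 groups compared alone, with any count and an unadjusted p value below 0.05, chosen after seeing the values, gave 68. The total of shared DEGs was 127 against the paper's 176, and the number upregulated was 85 against the paper's 89. In that setting chosen after seeing the values, the total was 176, with 108 upregulated.

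DEGs of lefamulin alone numbered 92, against about 270 in Fig. 5A, read by eye. None of the alternatives set before the data were examined closed the gap, and the highest of them, without tiamulin 2, gave 161. DEGs of tiamulin alone numbered 132, against about 260 in Fig. 5A, read by eye. Of the alternatives set before the data were examined, edgeR with no filter on low counts gave 184, which lies within 1.5 times of it, and none of the others did. DESeq2 with an unadjusted p value, chosen after seeing the values, gave 259 and 268.

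The paper lists Cntn1 as upregulated under lefamulin and Itgb7 as upregulated under tiamulin (Fig. 5F,G). Cntn1 had too few counts to be tested in the main comparison, and Itgb7 under tiamulin had a log2(fold change) of 1.23 with an adjusted p value of 0.0579 by edgeR. No alternative set before the data were examined called Cntn1 under lefamulin or Itgb7 under tiamulin. DESeq2 with an unadjusted p value called both, and the offsets for GC content and gene length called Itgb7 under tiamulin (adjusted p = 0.0485 by edgeR, in a range of 0.0583 to 0.105 over the other alternatives with all libraries), both chosen after seeing the data. The paper states a lack of transcriptional changes associated with mitochondrial dysfunction. Here the 23 genes of the mitochondrial and integrated stress response had a median log2(fold change) of 0.32 under lefamulin and 0.55 under tiamulin. Many of them are ATF4 targets that rise under several kinds of stress, so this rise alone does not show mitochondrial dysfunction. Of the mitochondrial chaperones, Hspd1 and Hspe1 did not rise, and Hspa9 rose under tiamulin by 0.18 (adjusted p = 0.0276 by edgeR).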

Other observations

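The lysosomal list was drawn up after the rise of the SREBP2 targets had been seen, the offsets for GC content and gene length were added after seeing the data, and their use on the LXR targets between the drugs was chosen only after the result was seen. Gene set p values are from limma's camera test.

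Reduced Abca1 and raised SREBP2 targets admit opposite readings of the cholesterol in the cells, and the libraries were used to weigh them as hypotheses. More free cholesterol reaching the endoplasmic reticulum would lower the SREBP2 targets, but the smaller of their 2 medians was a rise of 0.38 on the log2 scale, which argues against such an overload. Less cholesterol reaching the endoplasmic reticulum, as when it is trapped elsewhere, could raise the SREBP2 targets and lower LXR targets. The 7 LXR targets other than Abca1 had a median of -0.012 under lefamulin (4 lower, adjusted p = 0.459, with 3 genes adjusted over the list alone and 1 over all genes tested) and -0.16 under tiamulin (6 lower, adjusted p = 0.0710, with 2 and 2). Lower LXR activity as the reason for the low Abca1 rests on the same genes, and the adjusted p value of 0.459 under lefamulin neither shows nor excludes it, since 7 genes that go both ways decide little. Of the 7, Abcg1, named after its values were seen, fell by -1.33 under lefamulin (adjusted p = 0.00825 by edgeR) and -1.60 under tiamulin (adjusted p = 0.00207) and was a DEG under both, as lower LXR activity predicts, while Pltp was higher, by 1.07 and 0.99, without passing the threshold. Apoe, also named after its values were seen, changed by -0.42 under tiamulin (adjusted p = 0.00182 by edgeR). Under lefamulin its change of -0.21 did not pass the threshold (adjusted p = 0.0958 by edgeR). Between the drugs the set was lower under tiamulin by a median of -0.22 (6 of 7 lower, adjusted p = 0.128), and with offsets for GC content and gene length by -0.25 (7 of 7 lower, adjusted p = 0.0430). Lower LXR activity and a cause specific to Abca1 both stay open.

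Pleuromutilins such as tiamulin carry a basic amine, and amines of this kind can accumulate in lysosomes. A candidate explanation for the raised SREBP2 targets is therefore that the drugs accumulate there and hold cholesterol back, which predicts a rise of lysosomal genes. The 34 lysosomal genes tested had a median log2(fold change) of 0.23 under lefamulin, with 31 higher (unadjusted p = 1.66e-10), and 0.26 under tiamulin, with 32 higher (unadjusted p = 7.98e-15). With fry the unadjusted p values were 5.55e-04 and 7.11e-05. The smaller median was 0.21 with offsets for GC content and gene length and 0.23 at equal depth, and 4 of the 100 random splits of the 9 libraries gave medians as large, each with the 3 controls as control group. Against the controls the direction was the one the hypothesis predicts. Between the drugs the lysosomal genes and the SREBP2 targets moved apart. Under tiamulin the lysosomal genes were higher, with a median difference of 0.058 (unadjusted p = 0.00480), and the SREBP2 targets lower, with -0.061 (adjusted p = 0.0357). The rise of the lysosomal genes is also what starvation or another activation of them would give, and lysosomal cholesterol was not measured.

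Blood cells in the treated cultures are a candidate source of the immune-associated transcripts Ptprc and Pecam1. The most abundant blood cell transcripts stayed low. Coro1a, Laptm5 and Tyrobp together had 34 counts in the 6 treated libraries and 21 in the 3 controls, Laptm5 and Tyrobp had 0 in all 9 libraries, while Ptprc alone had 76 counts in the treated libraries. Cells of blood origin bring these transcripts together with Ptprc, so the counts argue against such cells as the source. Of 20 blood cell markers other than Ptprc, 9 had at most 3 counts in the 6 treated libraries together. The 7 that were tested, each also with counts in the controls, had a median of 0.36 under lefamulin (5 higher, adjusted p = 0.0710, with 6 genes adjusted over the list alone and 4 over all genes tested) and 0.43 under tiamulin (5 higher, adjusted p = 0.109, with 5 and 4).

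The 79 nuclear-encoded oxidative phosphorylation genes were lower under tiamulin, by a median of -0.18 (69 lower, adjusted p = 2.62e-07), and tiamulin 2, the library with the strongest trend in GC content, moved this most. With offsets for GC content and gene length the median was -0.13 and still past the threshold, so the trend accounts for part of the change at most. Without tiamulin 2 it was -0.074 (adjusted p = 0.00247). The call was lost with fry and with the estimated correlation. An effect of tiamulin on these genes is consistent with the corrected value but remains a hypothesis.

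Several genes of the paper's discussion were measured in these cells. Srebf1 was lower, with a log2(fold change) of -0.56 under lefamulin (adjusted p = 0.0114 by edgeR) and -0.46 under tiamulin (adjusted p = 0.0249). Under tiamulin the adjusted p value lay between 1.34e-05 and 0.0630 over the alternatives, the highest with edgeR on only the 2 groups compared, and it rose to 0.0890 by edgeR without tiamulin 3. Srebf2 did not pass the threshold, with -0.091 and 0.14. Scd1 was higher, by 0.54 (adjusted p = 5.12e-06 by edgeR) and 0.33 (adjusted p = 2.76e-04). Fasn, with 0.19 and 0.27, and Acaca, with 0.044 and 0.021, did not pass the threshold. With 1 library left out, Fasn lay between 0.11 (without control 2) and 0.26 (without control 1) under lefamulin. Under tiamulin it lay between 0.099 (without tiamulin 2) and 0.35 (without tiamulin 3). None of these genes was a DEG.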
